# Global Brain Transcriptome Analysis of a *Tpp1* Neuronal Ceroid Lipofuscinoses Mouse Model

**DOI:** 10.1177/1759091419843393

**Published:** 2019-04-19

**Authors:** Miriam S. Domowicz, Wen-Ching Chan, Patricia Claudio-Vázquez, Judith G. Henry, Christopher B. Ware, Jorge Andrade, Glyn Dawson, Nancy B. Schwartz

**Keywords:** neuronal ceroid lipofuscinoses, transcriptome, lysosomal tripeptidyl peptidase 1, pediatric neurodegeneration, neuroinflammation, circadian rhythm

## Abstract

In humans, homozygous mutations in the *TPP1* gene results in loss of tripeptidyl peptidase 1 (TPP1) enzymatic activity, leading to late infantile neuronal ceroid lipofuscinoses disease. Using a mouse model that targets the *Tpp1* gene and recapitulates the pathology and clinical features of the human disease, we analyzed end-stage (4 months) transcriptional changes associated with lack of TPP1 activity. Using RNA sequencing technology, *Tpp1* expression changes in the forebrain/midbrain and cerebellum of 4-month-old homozygotes were compared with strain-related controls. Transcriptional changes were found in 510 and 1,550 gene transcripts in forebrain/midbrain and cerebellum, respectively, from *Tpp1*-deficient brain tissues when compared with age-matched controls. Analysis of the differentially expressed genes using the Ingenuity™ pathway software, revealed increased neuroinflammation activity in microglia and astrocytes that could lead to neuronal dysfunction, particularly in the cerebellum. We also observed upregulation in the production of nitric oxide and reactive oxygen species; activation of leukocyte extravasation signals and complement pathways; and downregulation of major transcription factors involved in control of circadian rhythm. Several of these expression changes were confirmed by independent quantitative polymerase chain reaction and histological analysis by mRNA *in situ* hybridization, which allowed for an in-depth anatomical analysis of the pathology and provided independent confirmation of at least two of the major networks affected in this model. The identification of differentially expressed genes has revealed new lines of investigation for this complex disorder that may lead to novel therapeutic targets.

## Introduction

Neuronal ceroid lipofuscinoses (NCLs) are among the most common neurodegenerative diseases affecting the pediatric population, with an incidence estimated at 2 to 4 per 100,000 live births (Kollmann et al., 2013; Mink et al., 2013). Different forms of the disease were originally classified on the basis of the time of onset: infantile NCLs, late infantile NCLs, juvenile NCLs (JNCLs), and adult NCLs (Mink et al., 2013). Shared pathologies of the NCLs include progressive visual deterioration resulting in blindness, intellectual and motor decline, epilepsy, ataxia, spasticity, and premature death (Anderson et al., 2013; Schulz et al., 2013; Radke et al., 2015). The ultrastructural appearance of autofluorescent storage material found in patient tissues distinguishes different types of NCLs and has long been used as a diagnostic tool (Palmer et al., 2002, 2013). In the past 20 years, mutations in over a dozen genes have been characterized in families diagnosed with NCLs, and all but one type (Kufs disease) are inherited in an autosomal recessive manner (Carcel-Trullols et al., 2015; Mole and Cotman, 2015). NCLs are considered lysosomal storage diseases because most of the affected proteins have an endo/lysosomal network localization. However, some of these proteins are localized in other cellular compartments such as Golgi, endoplasmic reticulum, cytosol, plasma membrane, and even in the extracellular matrix (Carcel-Trullols et al., 2015) making it difficult to explain how all these gene defects lead to similar clinical symptoms and neurodegeneration. Furthermore, several of the affected genes are lysosomal hydrolases or peptidases, but their cellular substrates are incompletely elucidated, and the primary functions of the membrane proteins mutated in NCLs remain uncertain. Most of the advances in understanding the molecular pathology of NCLs have come from studies on patients’ fibroblast and lymphoblast cell lines and, increasingly, genetic animal models (dogs, sheep, mice, etc.; Cooper et al., 2006; Palmer et al., 2013; Cooper et al., 2015). Several hypotheses have emerged regarding potential cellular triggers for the disease: Evidence for cellular changes, including lysosomal dysregulation, endoplasmic reticulum stress, mitochondrial dysfunction, and compromised autophagy to name a few, have all been implicated (Palmer et al., 2013; Marotta et al., 2017). However, so far, none of these integrate all the genetic origins to a common biological pathway (Cooper et al., 2006; Palmer et al., 2013; Cooper et al., 2015; Marotta et al., 2017). Thus, it is conceivable that the various gene mutations implicated could alter different cellular processes that ultimately trigger a common chronic response that in turn is responsible for the neurodegenerative outcome.

From studies of some of the animal models, it is clear that astrogliosis and microglia activation play major roles in the disease (Pontikis et al., 2004; Pontikis et al., 2005; Parviainen et al., 2017) and precede neuronal cell death, such that neuronal loss is prevalent throughout the brain and at the end stages of the disease. There are specific brain areas of vulnerability at early stages such as the thalamocortical system and cerebellum (Cb;Cooper et al., 2006; Palmer et al., 2013;Cooper et al., 2015). Thus, astrogliosis and microglia activation are better predictors than the autofluorescent storage material in indicating initial areas of neuronal loss in the brains of many CLN models (Haltia et al., 2001; Tyynela et al., 2004; Anderson et al., 2013). Interestingly, no direct correlation has been found between the pattern of neuronal loss and the accumulation of storage material, and neither is the degree of neurodegeneration correlated with the amount of intracellular autofluorescent storage bodies accumulated (Cooper et al., 2006; Palmer et al., 2013; Cooper et al., 2015). Furthermore, it has been suggested that the accumulation of storage bodies can be neuroprotective because the few surviving neurons in the end stage of the disease are vastly distended with storage material (Tyynela et al., 2004; Cooper et al., 2015). Although NCLs have a strong neuronal toxicity component, the function of astroglia and microglia in disease progression is still unclear. Recently, stimulation of CLN3 deficient microglia and astrocytes in culture was shown to attenuate their ability to transform morphologically and alter their protein-secretion profiles (Parviainen et al., 2017). Also, there is evidence of aberrant astrocyte CX43 hemichannel activity in JNCL (Burkovetskaya et al., 2014).

We focused on the classical late infantile form of NCL (cLINCL), which in humans is caused by mutations in the *TPP1* gene (Sleat et al., 1997). The gene is also known as *CLN2* (ceroid lipofuscinosis neuronal 2), *GIG1*, *LPIC*, and *SCAR7* (NCBI Gene database, www.ncbi.nlm.nih.gov/gene). This disease variant is usually diagnosed between 2 and 4 years of age with onset of seizures followed by the severe neurological deterioration common to all NCLs, and most patients die between 7 and 15 years of age (Sleat et al., 1997; Fietz et al., 2016). The only currently available treatment is a recent FDA-approved enzyme replacement therapy in which a recombinant form of human TPP1 (Brineura® [cerliponase alfa]) is infused into the cerebral spinal fluid of patients. This treatment appears to reduce the loss of walking ability in human trials (clinical trial NCT01907087), but it is expensive and may lead to many side effects due to the prolonged nature of the treatment (Schulz et al., 2018).

A well-established mouse model to study cLINCL was generated and characterized by targeting the mouse gene *Tpp1* in the Lobel laboratory (Sleat et al., 2004), resulting in loss of detectable TPP1 activity, progressive neurological phenotypes including ataxia, and increased motor deficiency. Affected mice have a median survival of 19 weeks with motor deficiencies detectable after 10 weeks, thus representing an excellent model of the human disease progression. More recently, Pierce’s laboratory independently made a *Tpp1* knockout model with a more severe phenotype (Geraets et al., 2017), but the Lobel model has been better characterized, including its ability to respond to protein replacement therapies (Passini et al., 2006; Chang et al., 2008).

Our laboratory has extensive experience in microglia and astrocyte responses to embryonic and perinatal brain injury (Domowicz et al., 2011; Domowicz et al., 2018). Because these cell types play fundamental roles in neuronal survival and injury repair and express *Tpp1* at higher levels in astrocytes (7 times more) and microglia (4 times more; Zhang et al., 2014) than in neurons, they could be major contributors to the pathology of cLINCL. The objective of this study was to perform, for the first time in a cLINCL model, a transcriptome-wide characterization by RNA sequencing (RNA-seq) of two macroareas mostly affected in the 4-month-old *Tpp1^–^*^/^*^–^* (Cb and forebrain/midbrain [F/M]). Because we were particularly interested in the microglia and astrocyte response and both cell types have been known to quickly alter their transcriptome profiles in culture (Haimon et al., 2018), we used whole Cb to perform these analyses. We then matched the differentially expressed genes (DEG) in the *Tpp1* model to the already reported individual cell transcriptomes (Zhang et al., 2014; Lun et al., 2015; Gosselin et al., 2017; Boisvert et al., 2018; Haimon et al., 2018; Olah et al., 2018). Our results in 4-month-old *Tpp1^–^*^/^*^–^* mouse F/M and Cb show strong neurodegenerative inflammatory responses involving microglia and astrocytes, activation of leukocyte extravasation, dysregulation of neurotransmitter production, and upregulation of nitric oxide (NO) and reactive oxygen species (ROS); in contrast, we observed downregulation of transcription factors involved in control of circadian rhythm. This study represents, to our knowledge, the first analysis of this kind made in any animal model for cLINCL.

## Materials and Methods

### Mice

All animal procedures were performed according to the University of Chicago Institutional Animal Care and Use Committee regulatory policies. Mice were housed under standard conditions, with access to food and water *ad libitum*, in a 12-hr light and dark cycle. The mouse model for cLINCL, in which *Tpp1* is disrupted by gene targeting, has been previously described (Sleat et al., 2004) and is referred in this article as the *Tpp1^–/–^* mutant. The mouse line was a gift from Drs. P. Lobel and D. E. Sleat. The line is being maintained by *Tpp1^+/–^* heterozygous crosses. In all experiments, *Tpp1^–^*^/^*^–^* homozygous mice were compared with heterozygous (*Tpp1^+/–^*) or wild-type (*Tpp1^+/+^*) siblings of matched age and sex, as indicated.

### Gene Expression Analysis

Total RNA was obtained from the Cb and F/M of three 4-month-old *Tpp1^–^*^/^*^–^* and wild-type mice by TRIzol (Thermo Fisher Scientific, Waltham, Massachusetts, USA) extraction followed by a QIAGEN RNeasy Kit® cleanup procedure (QIAGEN, Hilden, Germany) which included a DNase digestion step. RNA quality (RIN > 9.5) assessments, cDNA library preparation, and single-end sequencing with 50-nucleotide reads were performed by the University of Chicago Genomics Facility on Illumina platforms. RNA sequence files were transferred to the University of Chicago Center for Research Informatics’ Tarbell High-Performance Computing cluster for analysis.

The quality of raw sequencing data was assessed using FastQC v0.11.5 (Andrews, 2010); Illumina adapter/primer sequences were detected from sequencing reads. All RNA reads were first mapped to the mouse (GRCm38) reference genome using STAR v2.5.2b release with default parameters (Dobin et al., 2013). Picard v2.8.1 (http://broadinstitute.github.io/picard/) was used to collect mapping metrics.

The resulting files from the previous alignment step in the RNA-seq analysis were taken individually as input to quantify transcriptional expression using Cufflinks v2.2.1 (Trapnell et al., 2010; RRID:SCR_014597) and Rsubread:featureCounts v1.26.1 (Liao et al., 2014; RRID:SCR_009803). Afterward, several methods of differential expression analysis (Costa-Silva et al., 2017), including Cuffdiff v2.2.1 (Trapnell et al., 2010; RRID:SCR_014597), edgeR v3.18.1 (Robinson et al., 2010; RRID:SCR_012802), DESeq2 v1.16.1 (Love et al., 2014; RRID:SCR_015687), and limma v3.32.10 (Ritchie et al., 2015; RRID:SCR_010943), were used to discover DE-mRNA genes (fold change ≥ 1.5 and false discovery rate [FDR]) < 0.1 between pairwise groups based on the expression estimate of individual gene mRNAs. To obtain the groups with similar expression trends based on the identified DE-mRNA genes, several in-house scripts were implemented using R (https://www.rproject.org/) and Python (https://www.python.org/) languages.

The identified DE genes were further used as input to functional analysis modules for the identification of enrichment of functional categories and regulatory networks, using Gene Ontology (GO) terms (RRID:SCR_002811) and KEGG-enrichment analyses (RRID:SCR_012773), as well as Ingenuity Pathway Analysis (IPA; RRID:SCR_008653). Pathways significantly enriched in the genes of interest were identified using clusterProfiler (Yu et al., 2012; v3.6.0) at FDR-adjusted *p* value < .10 (hypergeometric test). Gene Set Enrichment Analysis was performed using clusterProfiler (Yu et al., 2012; v3.6.0; RRID:SCR_016884) as well.

The cell-type specificities of the DEG were determined based on transcriptome data from Zhang et al. (2014; http://web.stanford.edu/group/barres_lab/brain_rnaseq.html). Briefly, genes expressed in excess of fivefold higher in each cell type (neurons, astrocytes, microglia, oligodendrocytes, and endothelial cells) with respect to the bulk expression of all other cell types were considered enriched in that cell type. The individual datasets for each cell type were then matched to the DEG in each brain sample to assign cell-type specificity.

### mRNA *In Situ* Hybridization

Control and *Tpp1* mutant 4-month-old brains were fixed in 4% paraformaldehyde and processed for nonradioactive *in situ* hybridization (ISH) as described previously (Domowicz et al., 2008, 2011). To prepare the digoxigenin (DIG)-labeled RNA probes used for ISH, cDNA fragments from the glial fibrillary acidic protein (*Gfap*), period1 (*Per1*), and CD68 antigen (*Cd68*) genes were generated by PCR and inserted into pCRII dual-promoter vector plasmids (Invitrogen, Waltham, MA, USA). Sequencing of the cloned gene fragments was performed with an ABI PRISM 377XL sequencer (Perkin Elmer, Waltham, MA, USA) by the University of Chicago Cancer Center DNA sequencing facility. Riboprobes incorporating DIG-labeled nucleotides were synthesized from linearized PCR templates with SP6 or T7 RNA polymerase (Roche, Indianapolis, IN, USA). Probed mRNAs were detected after hybridization with an alkaline phosphatase-conjugated anti-DIG antibody (Roche, Indianapolis, IN, USA). Alkaline phosphatase activity was detected (blue color) using BCIP and NBT substrates (Roche, Indianapolis, IN, USA). A virtual library of the images was obtained using a CRi Pannoramic Scan Whole Slide Scanner (Perkin Elmer, Waltham, MA, USA), and final pictures were selected using the Pannoramic Viewer Software (RRID:SCR_014424).

Quantification of the number of CD68+ cells and sizes in *Tpp1* mutant and control brains were performed on 10 cortical and thalamic fields using the Image J software package (RRID:SCR_003070). Unfortunately, levels of Cd68 mRNA in wild-type brain were too low to make a reliable quantification.

### Quantitative Real-Time Reverse Transcription Polymerase Chain Reaction

RNA purified as described earlier was reverse transcribed with the High-Capacity Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA), and quantitative real-time reverse transcription polymerase chain reactions (RT-qPCRs) were performed using the SsoAdvanced™ Universal SYBR Green system (Bio-Rad Laboratories, Hercules, CA, USA) in a CFX-96 real-time instrument (Bio-Rad Laboratories, Hercules, CA, USA). For each gene, forward and reverse primers were designed using Primer-BLAST (NCBI; RRID:SCR_003095) and later tested in RT-qPCR; only primer pairs with 90% to 105% efficiency were used. Relative normalized expression values were determined using the ΔΔCt methods for the indicated target genes relative to *Gapdh* (glyceraldehyde-3-phosphate dehydrogenase) in the wild-type mouse sample. The data are expressed as means ± standard deviations. Determinations were performed in triplicate, and experiments were repeated with independent RNA samples at least three times with consistent results. Statistical significances were evaluated by the paired-samples Student’s *t* test. Values of *p* < .05 for the null hypothesis were considered significant.

## Results

### *Tpp1*-Mutant Brain Transcriptome Analysis

To analyze the pattern of DEG underlying the pathology in this end-stage model of cLINCL, RNA-seq of F/M and Cb RNA from 4-month-old *Tpp1^–^*^/^*^–^* (T) and wild-type control (N) brains was conducted. 

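Poly(A)-selected RNA was sequenced in 12 libraries, with 3 replicates in each of the 4 groups: control and *Tpp1*-deficient forebrain/midbrain (F/M-N and F/M-T) and control and *Tpp1*-deficient cerebellum (Cb-N and Cb-T), all from mice of 4 months of age. The authors aligned the reads to GRCm38 with STAR, assigned them to genes with featureCounts and deposited the counts per gene for each library without normalization. Total counts per library were 23245210 to 24458189 (median 23970265) in F/M-N, 22822119 to 24409595 (median 23336517) in F/M-T, 21428379 to 22542211 (median 21834686) in Cb-N and 22805423 to 23921516 (median 23096463) in Cb-T. At these depths, 3 counts of a gene correspond to between 0.123 and 0.140 CPM (counts scaled to the library size), which is the smallest level taken as detectable and covers counting error only. The replicates of a group were separate libraries, since the chi-square statistic of their counts per degree of freedom was 1.29 to 3.87 for the 12 replicate pairs, above the 1 that sampling noise alone gives. For each tissue, the 6 libraries were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment, and a gene was called a DEG at FDR below 0.1 and a fold change of at least 1.5. Genes with low counts were left out by edgeR's filterByExpr, and that filter, the choice of test and the limit on the fold change are among the steps that moved the number of DEG. The targeted gene, *Tpp1* (chromosome 7, 105744811 to 105752235 in the GENCODE annotation of GRCm38), had 94.7, 88.5 and 88.1 CPM in the F/M-N libraries against 23.9, 21.7 and 23.2 CPM in the F/M-T libraries. In cerebellum it had 111, 114 and 112 CPM in the Cb-N libraries against 27.9, 31.4 and 30.1 CPM in the Cb-T libraries. The log2 fold change (T vs. N) of *Tpp1* was -1.94 (standard error 0.049, adjusted p = 2.7e-16) in F/M and -1.91 (standard error 0.040, adjusted p = 5.7e-35) in Cb. Of the alternatives tried, DESeq2 with normal-prior shrinkage moved this value most, to -1.63 in F/M.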

Readouts obtained from RNA-seq (and passing quality control) were aligned to the UCSC *Mus musculus* mm10 reference genome; 88.3% of the reads were successfully mapped to the mouse reference genome. 

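The deposited count tables list 52459 genes in each library. With edgeR's filterByExpr at its default settings (a minimum count of 10 and a minimum total count of 15), 17482 genes were kept when all 4 groups were considered. The filter kept 16382 genes over the 6 Cb libraries and 16665 genes over the 6 F/M libraries, and 15706 genes were tested in both areas.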

After eliminating low-expressed-mRNA genes, 15,294 genes out of 52,550 annotated mouse genes were further analyzed. Dimensionality reduction, an informative approach for clustering and exploring the relationships between samples, was conducted with the principal component analysis plot based on the normalized mRNA expression profiles. As presented in Figure 1(a), four obvious groups were separated in terms of tissues and treatments. 

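A principal component analysis of log2 CPM (prior count 2) over the genes kept in the 4 groups placed 84.5% of the variance on PC1 and 7.16% on PC2. With each library left out in turn, these shares had SDs of 0.556 and 0.507 percentage points. PC1 separated the tissues, with scores of -80.4 to -79.2 in F/M-N, -79.6 to -79.4 in F/M-T, 94.5 to 96.1 in Cb-N and 63.9 to 64.0 in Cb-T. The scores on PC2 were -18.2 to -15.7 in F/M-N, 9.79 to 12.6 in F/M-T, -27.8 to -25.0 in Cb-N and 32.2 to 33.2 in Cb-T, so that no library of a genotype overlapped the other genotype of its tissue. Restricting the analysis to the 500 most variable genes moved the shares most, to 94.7% and 3.39%.

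**Figure D1:**
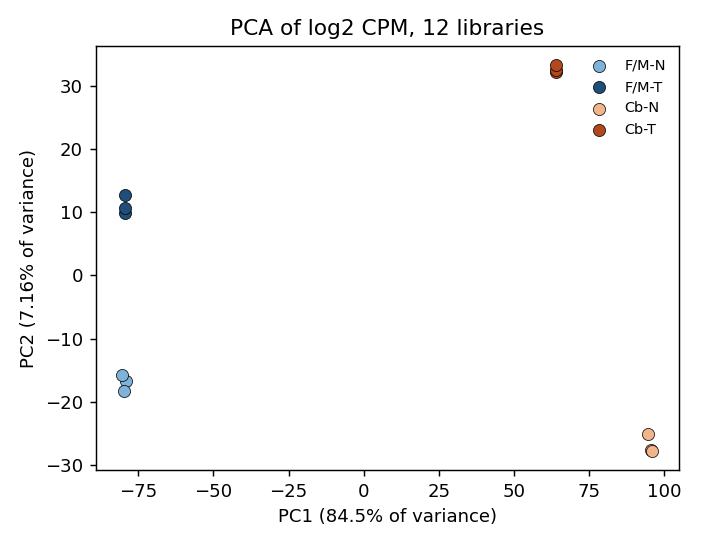
Scores of the 12 libraries on PC1 (horizontal axis) and PC2 (vertical axis), with each point a library colored by group. F/M libraries lie at negative and Cb libraries at positive PC1 scores, and within each tissue the N and T libraries lie apart on PC2.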

To identify DE-mRNA genes between pairwise groups, several state-of-the-art tools (Costa-Silva et al., 2017), including Cuffdiff, DEseq2, edgeR, and limma were used. Two pairwise comparisons, F/M-T versus F/M-N and Cb-T versus Cb-N, were conducted using the criteria of fold changes greater than 1.5 and FDR less than 0.1. To identify a more robust collection of intrinsically regulated genes, the overlapped DEG detected by more than one method were considered as the final set of DEG for further analysis. Venn diagrams of overlapping DEG identified from the previously mentioned methods are shown in Figure 1(b). A total of 1,550 and 510 mRNAs were found to be differentially expressed in Cb and F/M areas, respectively (Figure 1(c)).

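In Cb, 1835 of the tested genes were DEG, 1399 of them upregulated and 436 downregulated. In F/M, 581 genes were DEG, with 438 upregulated and 143 downregulated. The values of the T and N libraries did not overlap for 1730 of the Cb DEG and 547 of the F/M DEG. The biological coefficient of variation was 0.0219 in Cb and 0.0303 in F/M. Without the fold-change limit, the setting that moved the counts most, 9442 genes in Cb and 4541 in F/M had an FDR below 0.1, and requiring a mean count of at least 50 left 897 and 259 DEG. With the replicate number as a block, there were 1834 DEG in Cb and 607 in F/M. The deviations of same-numbered N and T libraries from their group means had a mean correlation across genes of -0.0024 in Cb and 0.028 in F/M. The mean over different numbers (0.0012 and -0.014) is fixed by the centering on 3 libraries, so the pairing was set against the other ways to match the libraries, which gave -0.014 to 0.013 in Cb and -0.052 to 0.036 in F/M. Of the 6 matchings, 5 in Cb and 2 in F/M were at least as high as the real one, which is counted among them, and so few cannot exclude a pairing. Calls by at least 2 of edgeR, DESeq2 and limma-voom, the rule of the paper without Cuffdiff, gave 1819 DEG in Cb and 567 in F/M. Among the DEG whose libraries did not overlap, the largest log2 fold changes in Cb were those of the homeobox genes *Hoxb5* (8.88, adjusted p = 3.3e-15), *Hoxc4* (7.59, adjusted p = 3.4e-10), *Hoxc5* (7.14, adjusted p = 2.4e-08) and *Hoxb6* (7.12, adjusted p = 2.4e-08) and of *Rgs1*, each with 0 counts in every Cb-N library and between 0.745 and 2.55 CPM on average in Cb-T. In F/M these Hox genes had no more than 0.0146 CPM in either group. The largest decreases in Cb were those of *Trim12a* (-8.98, adjusted p = 5.1e-16), *Gm43305* (-2.62, adjusted p = 6.1e-22), *C130089K02Rik* (-2.58, adjusted p = 5.1e-05), *Nr4a3* (-2.51, adjusted p = 1.1e-36) and *Gm37733* (-2.28, adjusted p = 2.0e-04). In F/M, the largest increases were those of *Gm15446* (7.14, adjusted p = 2.0e-15), *Trim34b* (5.48, adjusted p = 4.3e-06), the serotonin transporter gene *Slc6a4* (5.43, adjusted p = 1.5e-12), *Clec7a* (5.18, adjusted p = 1.7e-12) and *Cst7*. The largest decreases in F/M after *Trim12a* (-6.99, adjusted p = 8.0e-09) were those of *S100a5* (-5.00, adjusted p = 6.3e-08), a gene of the olfactory bulb, *Ms4a15* (-4.83, adjusted p = 5.1e-08), *Omp* (-3.23, adjusted p = 1.5e-08) and *Gm4779* (-2.94, adjusted p = 4.0e-04). *Trim12a* and *Trim34b* lie on chromosome 7 within 10 Mb of *Tpp1* and belong to a family of near-identical genes that can share reads.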

**Figure 1.**
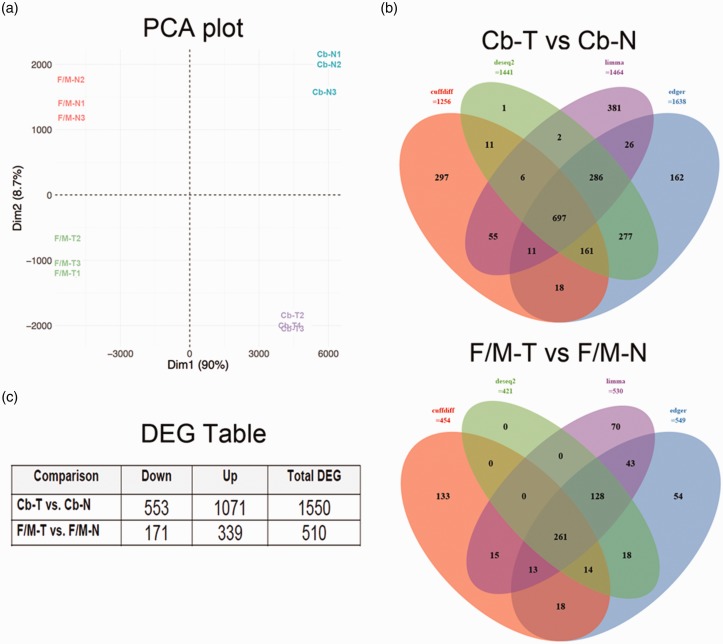
Statistical determination of DEG. (a) PCA plot of all samples based on normalized expressions. Control forebrain/midbrain (F/M-N), *Tpp1^–^*^/^*^–^* forebrain/midbrain (F/M-T), control cerebellum (Cb-N), and *Tpp1^–^*^/^*^–^* cerebellum (Cb-T) of triplicate samples are represented. (b) Venn diagram of differentially expressed mRNA genes identified by four different methods: Cuffdiff, edgeR, DESeq2, and limma. Only genes identified by at least two methods were used for further analysis. (c) Number of up-/downregulated DEG in different comparison(s). PCA = principal component analysis; DEG = differentially expressed genes.

The differential gene expressions in the *Tpp1^–^*^/^*^–^* samples compared with controls are visualized in Figure 2, where the MA plots present the ratio of FPKM (Fragments Per Kilobase of transcript per Million mapped reads) expression values between the two conditions. All 15,294 genes are represented in the plot with DEG highlighted in different colors (Figure 2(a)). The heatmap in Figure 2(b) demonstrates the hierarchical clustering between the three controls and *Tpp1^–^*^/^*^–^* samples from Cb and F/M areas, thus illustrating differential expression of the significantly regulated genes. For comparison, the levels of expression of the Cb and F/M areas are plotted in both heatmaps. It is noteworthy that a considerable number (299) of the genes whose expressions are significantly changed in Cb also have changed expression (or have a tendency to change; Table S1) in the same direction in the F/M area and *vice versa*. This finding suggests that many of the networks and pathways implicated in the disease are likely affected in the whole brain but that the Cb is perhaps further along (more affected) in developing the pathology. 

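Over both fits, 310 genes were DEG in Cb and F/M with the same direction (265 upregulated and 45 downregulated), and 16 were DEG in opposite directions. Dropping the fold-change limit was not run for the shared number. Among the other alternatives, a mean count of at least 50 moved this number most, to 163. With the replicate block it was 318 (mean correlation of same-numbered libraries -0.0024 in Cb and 0.028 in F/M). Another 1307 genes tested in both areas were DEG in Cb alone, and the log2 fold change of 907 of these (69.4%) had the same sign in F/M. Of the 163 genes that were DEG in F/M alone, 118 (72.4%) had the same sign in Cb.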

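Among the shared DEG, the change was larger in Cb for 219 (70.6%). The difference itself was tested with a tissue-by-genotype interaction over all 12 libraries, in which 1331 of 17482 genes had an FDR below 0.1 and fold changes that differed at least 1.5-fold between the areas. The log2 fold change was higher in Cb for 1121 of these genes and lower in Cb for 210. Of the shared DEG, 108 passed this test, 99 of them with the larger change in Cb. The number of genes with an interaction fell most, to 877, when a mean count of at least 50 was required. Pairing Cb and F/M libraries of the same number and genotype as a replicate block gave 1346 genes, and the mean correlation of their deviations was 0.024 for N libraries (other matchings -0.023 to 0.032) and 0.0068 for T libraries (other matchings -0.023 to 0.017). Genes with low expression in cerebellum are part of this comparison, since 480 of the 1399 genes upregulated in Cb were expressed at least 4 times higher in F/M-N than in Cb-N. From the DEG that changed in the same direction in both areas, the paper proposes that many networks of the disease are likely affected in the whole brain and that the Cb is perhaps further along in the pathology.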

A full list of DEG is provided in supplemental data (Table S1), and all sequence FASTQ files are available from the Gene Expression Omnibus (accession number # GSE123509).

**Figure 2.**
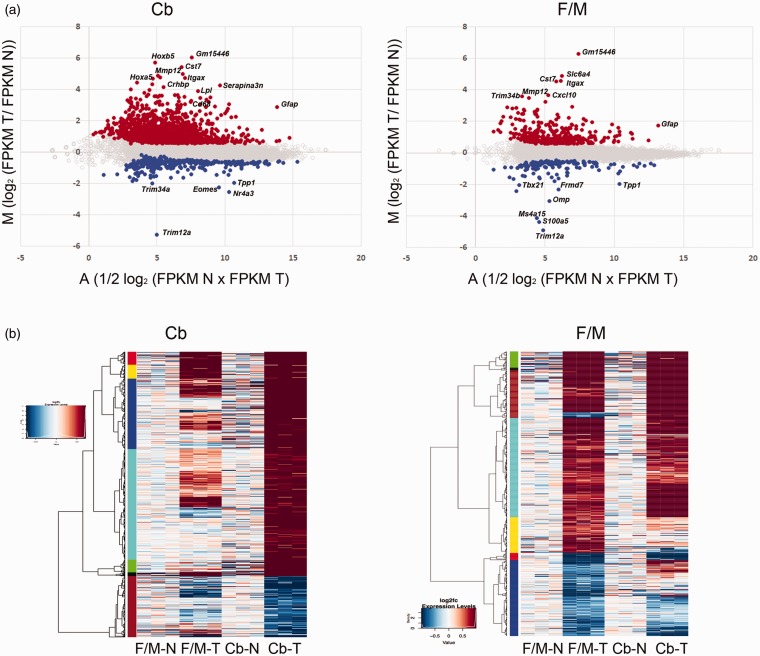
Visualization of DEG. (a) MA plot representing the ratio of FPKM expression values between *Tpp1^–^*^/^*^–^* cerebellum (Cb) and forebrain/midbrain (F/M) areas and their corresponding control areas (N) plotted against their average. The statistically significant genes with >1.5 fold change and false discovery rate of less than 0.1 are plotted in orange color (upregulated genes) and blue (downregulated genes). The rest of the genes are represented with gray open circles. (b) Heat map displaying the 1,550 and 510 genes that are differentially expressed between Wt (N) versus *Tpp1^–^*^/^*^–^* (T) cerebellum (Cb) and forebrain/midbrain (F/M), respectively. Representation of the same genes in complementary samples is also included for comparison. Each column represents an individual triplicate. Red color represents relative increase in abundance, blue color represents relative decrease, and white color represents no change as measured by log2fc (Log_2_ of T vs. N ratio) and represented in the inset. The rows are organized by hierarchical clustering (represented at the left). FPKM= Fragments Per Kilobase of transcript per Million mapped reads.

### DEG Cell Type Profile Analysis

We also determined the cell-type enrichment profile for both sets of DEG based on reported cell-type transcriptomes (Zhang et al., 2014; Figure 3). 

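The cell types were examined with lists of 20 marker genes each for microglia, astrocytes, oligodendrocytes, endothelial cells and neurons, written from general knowledge with Table S1 at hand, since the transcriptome lists of Zhang et al. were not used here. The median log2 fold change of the microglial genes was 1.56 in Cb, where 17 were upregulated DEG (limma's camera test, adjusted p = 8.1e-86 over the 10 tests), and 0.52 in F/M, where 10 were upregulated DEG (adjusted p = 2.8e-64). For astrocytes the median was 0.31 in Cb (adjusted p = 1.4e-25) and 0.15 in F/M (adjusted p = 1.9e-19). The oligodendrocyte genes had a median of 0.32 in Cb (adjusted p = 9.4e-09) and 0.016 in F/M (adjusted p = 0.8). For neurons it was -0.069 in Cb (adjusted p = 0.65) and -0.057 in F/M (adjusted p = 0.013), and for endothelial cells 0.11 in Cb and 0.080 in F/M. Leaving out 1 library in turn moved the microglial median in Cb most, to values from 1.54 to 1.58. With the replicate block (mean correlation of same-numbered libraries -0.0024 in Cb and 0.028 in F/M), the medians in Cb were 1.56 for microglia, 0.31 for astrocytes, 0.32 for oligodendrocytes, 0.11 for endothelial cells and -0.069 for neurons, and in F/M they were 0.52, 0.15, 0.017, 0.079 and -0.056 in the same order. In the control libraries the microglial genes were expressed at different levels in the areas, with a median F/M-N to Cb-N ratio of 3.14.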

Even though 44% to 46% of the genes are unassigned (probably because they are expressed in several cell types), these data indicate that the microglial transcriptome is highly altered in the *Tpp1^–^*^/^*^–^* animals, followed in descending order of alteration by those of neurons, astrocytes, endothelial cells, and the least-affected cell types, oligodendrocytes. 

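*Serpina3n* (chromosome 12, 104406729 to 104414329) had 3.38 ± 0.757 CPM in Cb-N and 67.9 ± 2.44 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of 4.33 (standard error 0.075, adjusted p = 7.7e-38), and 20.2 ± 1.45 CPM in F/M-N and 51.3 ± 2.07 CPM in F/M-T, a log2 fold change of 1.38 (standard error 0.056, adjusted p = 4.6e-13). *Gfap* (chromosome 11, 102887336 to 102900912), which encodes the glial fibrillary acidic protein, had 152 ± 1.82 CPM in Cb-N and 1146 ± 10.6 CPM in Cb-T, with a log2 fold change of 2.91 (standard error 0.024, adjusted p = 1.4e-50), and 185 ± 2.90 CPM in F/M-N and 611 ± 8.43 CPM in F/M-T, with a log2 fold change of 1.76 (standard error 0.029, adjusted p = 1.2e-19). For *C4b* (chromosome 17, 34728380 to 34743882), the values were 11.7 ± 1.30 CPM in Cb-N and 101 ± 5.67 CPM in Cb-T, with a log2 fold change of 3.11 (standard error 0.055, adjusted p = 1.1e-37), and 26.5 ± 1.36 CPM in F/M-N and 80.6 ± 1.33 CPM in F/M-T, with a log2 fold change of 1.65 (standard error 0.046, adjusted p = 1.4e-15). The lowest of the 4 transcripts was *Aspg* (chromosome 12, 112106679 to 112127559), with 2.39 ± 0.221 CPM in Cb-N and 8.31 ± 0.407 CPM in Cb-T (log2 fold change 1.80, standard error 0.13, adjusted p = 4.2e-16) and 3.18 ± 0.377 CPM in F/M-N and 5.65 ± 0.396 CPM in F/M-T (log2 fold change 0.87, standard error 0.13, adjusted p = 5.8e-05). Every T library was above every N library of its area for each of these genes. The increase was larger in Cb than in F/M in the interaction test for all 4, by 2.97 on the log2 scale for *Serpina3n* (adjusted p = 1.3e-18), 1.17 for *Gfap* (adjusted p = 2.4e-21), 1.49 for *C4b* (adjusted p = 9.8e-15) and 0.95 for *Aspg* (adjusted p = 1.7e-04). With 1 library left out in turn, the log2 fold change of *Gfap* stayed between 2.90 and 2.92 in Cb.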

The most strongly upregulated genes in astrocytes from both F/M and Cb were *Serpina3n*, *Gfap*, *C4b*, and *Aspg*, which were all found to be expressed in reactive astrocytes after lipopolysaccharide injection or middle cerebral artery occlution brain injury (Zamanian et al., 2012) and are also elevated in aging astrocytes (Clarke et al., 2018). Many genes were associated with activated microglia; among the largest changes are *Itgax*, *Ccl3*, *C3*, and *Rgs1*, which have also been shown to be increased in human aging microglia (Olah et al., 2018).

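*Itgax* (chromosome 7, 128129547 to 128150657), which encodes the integrin CD11c, rose from 0.364 ± 0.128 to 11.6 ± 0.291 CPM in Cb and from 0.173 ± 0.110 to 5.92 ± 0.233 CPM in F/M (mean ± SD, 3 libraries per group), with log2 fold changes of 4.98 (standard error 0.18, adjusted p = 2.3e-26) and 5.08 (standard error 0.25, adjusted p = 5.7e-12), which did not differ between the areas (adjusted p = 0.92). The chemokine gene *Ccl3* (chromosome 11, 83647844 to 83649355) rose from 0.153 ± 0.117 to 2.57 ± 0.285 CPM in Cb and from 0.203 ± 0.0206 to 1.72 ± 0.128 CPM in F/M, with log2 fold changes of 4.04 (adjusted p = 9.2e-14) and 3.08 (adjusted p = 4.3e-07). *C3* (chromosome 17, 57203970 to 57228136), the third complement component, rose from 2.04 ± 0.0577 to 23.5 ± 1.98 CPM in Cb and from 1.29 ± 0.301 to 3.09 ± 0.181 CPM in F/M, and its log2 fold change of 3.53 (adjusted p = 3.0e-29) in Cb was larger than the 1.29 (adjusted p = 4.9e-05) in F/M by 2.25 (interaction, adjusted p = 1.5e-08). *Rgs1* (chromosome 1, 144242296 to 144249242) had 0 counts in all Cb-N libraries and 0.747 ± 0.114 CPM in Cb-T, a log2 fold change of 7.12 (standard error 0.90, adjusted p = 1.1e-08) that rests on a level near the smallest the depth can show. In F/M its level of 0.175 ± 0.0453 CPM in F/M-N and 0.466 ± 0.138 CPM in F/M-T was below the count filter, and the gene was not tested there.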

**Figure 3.**
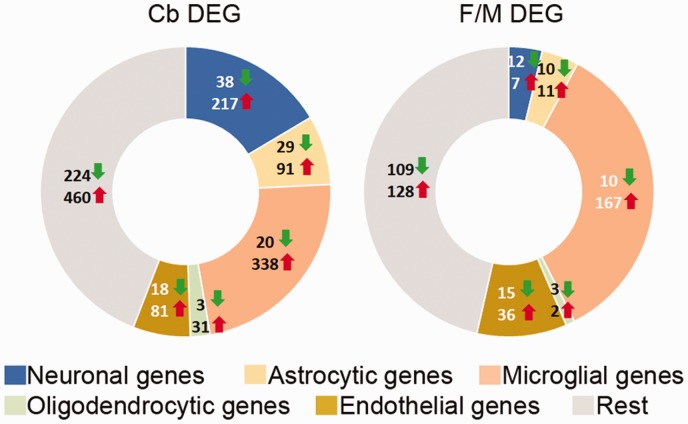
Identification of cell-type-specific DEG in wt and *Tpp1^–^*^/^*^–^* brain regions. Distribution of cell-type-specific genes that are commonly enriched (upregulated: red up arrow; downregulated green down arrow) in between DEG from Cb-T versus Cb-N and F/M-T versus F/M-N comparisons. Cell-type specificity of DEG was established from data imputed from Zhang et al. (2014; http://web.stanford.edu/group/barres_lab/brain_rnaseq.html) based on genes that were exclusively expressed in each cell type and had FPKM expression values at least five time higher than in the rest of the other cell types. DEG = differentially expressed genes.

In addition, cellular processes and upstream regulators associated with the DEG found in our *Tpp1^–^*^/^*^–^* samples relative to controls were identified using QIAGEN’s IPA® (www.qiagen.com/ingenuity). A selected list of canonical pathways detected are represented in Figure 4 including a representation of the modified gene expression ratio (number of genes from the DEG list that map to the pathway divided by the total number of genes mapping to the same pathway) and a representation of the *z* score, where a positive *z* score (red) indicates a predicted activation, and a negative *z* score (green) indicates a predicted inactivation of the enriched pathway. Several of these canonical pathways, which can be considered relevant to this disease, are further highlighted in Table 1, with a detailed list of DEG found to be involved in each pathway. 

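The genes that Table 1 lists for each pathway were looked up in the counts, and those passing the DEG criteria of the edgeR fits were counted, without repeating the enrichment itself. For the role of NFAT in regulation of the immune response, 21 of the 23 genes listed for Cb were DEG, all upregulated (median log2 fold change 1.16), and 9 of the 12 listed for F/M (median 0.98). Of the listed NFAT genes, 21 in Cb and 9 in F/M were found in the count tables by their symbol. For TREM1 signaling, 16 of the 17 genes listed for Cb were DEG, 15 of them upregulated (median 1.44), while *Ccl2* did not pass the count filter there, and all 14 listed for F/M were upregulated DEG (median 1.23). 13 of the TREM1 genes listed for F/M were DEG in Cb as well.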

For a complete list of canonical pathways and involved DEG, see Table S2 for Cb and Table S3 for F/M areas.

**Figure 4.**
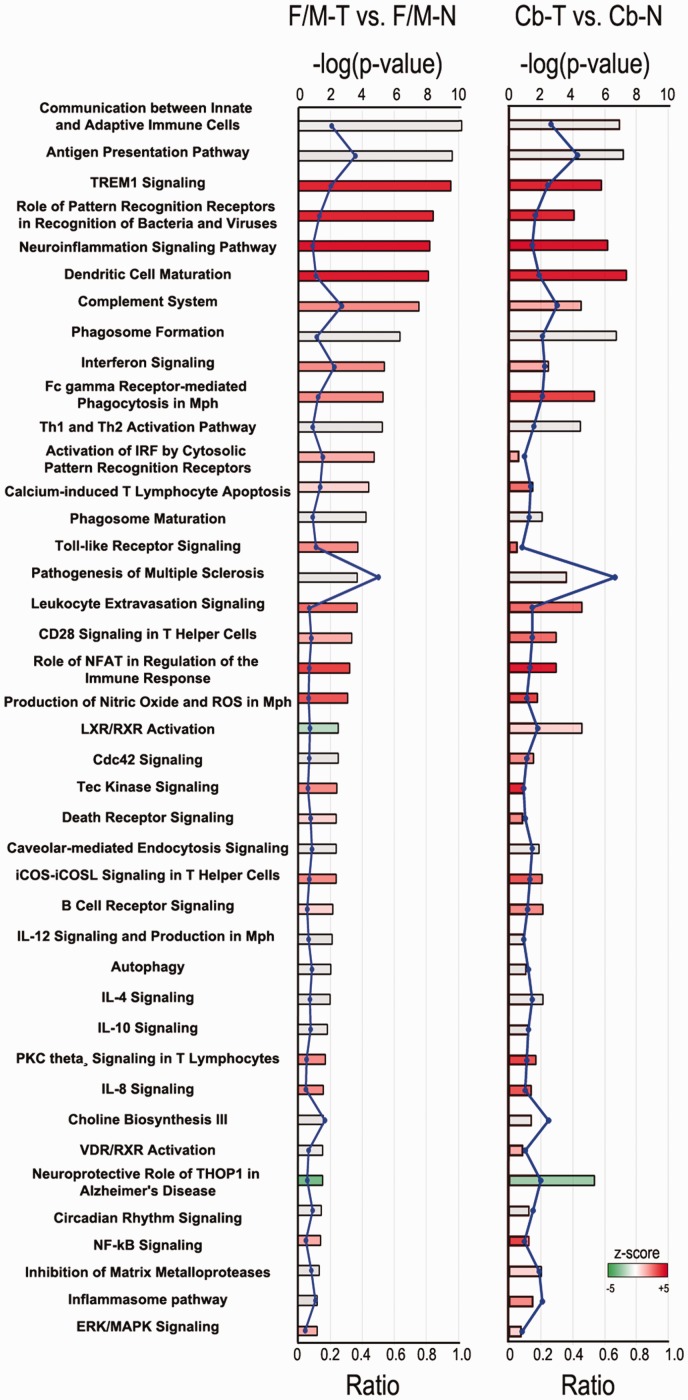
Ingenuity Pathway Analysis (IPA) from DEG in *Tpp1^–^*^/^*^–^* versus N mouse brain. Selected canonical pathways identified using IPA gene ontology algorithms for F/M and Cb areas scored as −log(*p* value) from Fisher’s exact test, set here to a threshold of 1.25. Bars are colored according to the *z* score (positive *z* score is red, negative *z* score is green, and no activity pattern available is gray). The ratio (blue dots connected by a line) indicates the ratio of genes from the dataset that map to the pathway divided by the total number of genes that map to the same pathway. For a complete list of canonical pathways and genes involved, see Table S2 and S3. F/M-N = control forebrain/midbrain; F/M-T = *Tpp1^–^*^/^*^–^* forebrain/midbrain; Cb-N = control cerebellum; Cb-T = *Tpp1^–^*^/^*^–^* cerebellum; NFAT = nuclear factor of activated T-cells; ROS = reactive oxygen species; LXR = liver X receptor; RXR = retinoid X receptor; iCOS = inducible T-cell costimulator; iCOSL = inducible T-cell costimulator ligand; IL = interleukin; VDR = vitamin D receptor; PKC= protein kinase C; NFκB = nuclear factor kappa-light-chain-enhancer of activated B cells; ERK = extracellular signal-regulated kinases; MAPK = mitogen-activated protein kinases.

**Table 1.** Selected Canonical Pathways and Associated Differentially Expressed Genes in Tpp1*^–^*^/^*^–^* Versus Wild-Type Cerebellum (Cb) and Forebrain/Midbrain (F/M).

Tissue	Ingenuity canonical pathways	–log(*p* value)	Ratio	*z* score	DEG
Cb	TREM1 signaling	5.82	0.246	3.638	Icam1, Tyrobp, Nlrp10, Lat2, Itga5, Cd83, Fcgr2b, Tlr9, Tlr2, Nlrc5, Ccl2, Plcg2,Tlr7, Tlr13, Cd86, Tlr3, Itgax
F/M		9.52	0.203	3.207	Sigirr, Nlrp3, Icam1, Tyrobp, Lat2, Fcgr2b, Tlr2, Nlrc5, Ccl12, Tlr1, Tlr7, Tlr13, Cd86, Itgax
Cb	Neuroinflammation signaling pathway	6.2	0.147	5	B2m, Gabra5, Tgfbr1, Icam1, Bdnf, Pycard, H2-Ab1, H2-Aa, Cx3cr1, Ccl5, H2-Q6, Cxcl10, Gabrg3, Hmox1, Ccl12, H2-DMa, Tgfb1, Pik3cg, Pla2g5, Cybb, Tlr7, Tlr3, Gabrq, Tnfrsf1a, Tyrobp, Pla2g4c, Pla2g3, Tlr9, Csf1r, Tlr2, Slc6a11, Irf7, Gabrr2, Trem2, Syk, Plcg2, Pla2g4b, Ncf2, Cd86, Tlr13, Mmp9, H2-Eb1
F/M		8.21	0.0877	4.491	B2m, H2-Oa, Nlrp3,Icam1,Ager,Tyrobp,H2-Q6,H2-Ab1, Ccl5, Ngf, Tlr2, Cxcl10,Hmox1, Irf7,Ccl12,Tgfb1, Trem2, Ncf2,Tlr1, Cybb, Tlr7, Tlr13, Cd86, Stat1, H2-Eb1
Cb	Complement system	4.5	0.303	1.633	C4a/C4b, Itgb2, Itgam, C3, Masp2, C1qc, C1qa, C1qb, C3ar1, Itgax
F/M		7.52	0.273	2.236	C4a/C4b,Itgb2,Cd59,C3,C1qc,C1qa,C1qb, C3ar1, Itgax
Cb	Role of NFAT in regulation of the immune response	2.93	0.131	4.69	Blnk, Gng4, Plcb2,H2-Q6,Fcgr2a,H2-Aa, H2-Ab1, Fcgr2b,Tlr9, Fcgr1a, Btk, Lck, Gna15,H2-DMa, Pik3cg, Plcg2,Syk, Zap70, Fcer1g,Cd86lcp2,H2-Eb1, Fcgr3a/Fcgr3b
F/M		3.22	0.0682	3.464	Btk, H2-Oa, Gna15, H2-Q6, Fcgr2a, H2-DAa, Fcer1g, Cd86, Fcgr2b, Fcgr1a, H2-Eb1, Fcgr3a/Fcgr3b
Cb	Leukocyte extravasation signaling	4.55	0.146	2.887	Rac2, Icam1, Rock2, Timp1, Pik3cg, Cyba, Cybb, Mmp12, Mmp19, Timp2, Pxn, Cxcr4, Itga5, Mmp2, Rapgef3, Ncf4, Tlr9, Selplg, Btk, Itgb2, Ncf1, Itgam, Arhgap9, Was, Plcg2, Ncf2, Cd44, Vav1,Cldn14, Mmp9
F/M		3.67	0.0683	2.309	Rac2, Icam1, Ncf4, Btk, Itgb2, Was, Timp1, Cyba, Prkcd, Ncf2, Cybb, Cldn14, Vav1, Mmp12
Cb	Phagosome formation	6.71	0.208	n.a.p.a	Mrc1, Plcb2, Fcgr2a, Itga5, Plcl2, Plch2, Fcgr2b, Tlr9, Fcgr1, Inpp5d, Tlr2, Itgb2, Fcrls, Rhov, Itgam, Syk, Pik3cg, Plcg2, Fcer1g, Tlr7, Tlr13, Tlr3, C3ar1, Fcgr3a/Fcgr3b, Itgax
F/M		6.33	0.117	n.a.p.a	Tlr2, Itgb2, Fcrls, Fcgr2a, Prkcd, Tlr1, Tlr7, Fcer1g, Tlr13, Fcgr2b, Fcgr1a, C3ar1, Fcgr3a/Fcgr3b, Itgax
Cb	Phagosome maturation	2.09	0.124	n.a.p.a	B2m, Lpo, H2-Q6, Ctsw, Dynlt1, Tap1, Prdx6, Ctsz, Ctsd, Tubb6, Ctsh, Ctss, Ncf2, Rab7b, Cybb, Ctsc, H2-Eb1
F/M		4.24	0.0876	n.a.p.a	B2m, Ctsz, Ctsd, Ctss, Ctsh, H2-Q6, Lpo, Ncf2, Cybb, Ctsc, Tap1, H2-Eb1
Cb	Production of nitric oxide and reactive oxygen species	1.77	0.109	3.771	Apoe, Ptpn6, Tnfrsf1a, Map3k13, Ncf4, Tlr9, Spi1, Irf1, Tlr2, Rhov, Lyz, Ncf1, Pik3cg, Plcg2, Cyba, Ncf2, Cybb, Irf8, Tnfrsf1b, Clu
F/M		3.07	0.0656	2.53	Tlr2, Lyz, Ptpn6, Prkcd, Ppm1j, Cyba, Ncf2, Cybb, Ncf4, Irf8, Stat1, Spi1
Cb	Toll-like receptor signaling	0.48	0.0833	2.449	Tlr2, Il33, Tlr7, Cd14, Tlr3, Tlr9
F/M		3.71	0.111	1.89	Sigirr, Tlr2, Ly96, Il1a, Tlr1, Tlr7, Cd14, Eif2ak2
Cb	Autophagy	1.05	0.119	n.a.p.a	Ctsz, Ctsd, Ctss, Ctsh, Ctsw, Ctsc, Atg9b
F/M		2	0.0847	n.a.p.a	Ctsz, Ctsd, Ctss, Ctsh, Ctsc
Cb	Circadian rhythm signaling	1.21	0.152	n.a.p.a	Per1, Vipr2, Adcyap1, Vip, Per2
F/M		1.44	0.0909	n.a.p.a	Per1, Vipr2, Per2
Cb	Inflammasome pathway	1.49	0.211	2	Naip, Aim2, Pycard, Panx1
F/M		1.18	0.105	n.a.p.a	Naip, Nlrp3

*Note*. DEG = differentially expressed genes; n.a.p.a. = no activity pattern available; NFAT = nuclear factor of activated T-cells.

### Neuroinflammation Signaling Pathway

The list of DEG reveals a large number of genes with roles in the inflammatory process, in particular those reported to be expressed by microglia and astrocytes at their activated stage; thus, it is not surprising to see the neuroinflammation signaling pathway as one of those most significantly altered in the *Tpp1^–^*^/^*^–^* Cb and F/M in our IPA (Figures 4 and 5; Table 1). 

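Of the 42 neuroinflammation genes that Table 1 lists for Cb, 38 were DEG in the cerebellar libraries, 35 upregulated and 3 downregulated (*Gabrr2*, *Pla2g4b* and *Pla2g4c*). *Bdnf* (-0.55, adjusted p = 3.8e-09), *Mmp9* (-0.57, adjusted p = 0.0068) and *Pla2g3* (-0.42, adjusted p = 0.039) fell by less than the fold-change limit, and *Ccl5* did not pass the count filter in Cb. Among the 25 genes listed for F/M, 23 were DEG, all of them upregulated, while *H2-Ab1* (log2 fold change 0.53, adjusted p = 0.066) stayed under the fold-change limit. The log2 fold changes of the genes listed for Cb ranged from -0.97 to 2.93. Dropping the fold-change limit was not run for the numbers of DEG in this pathway. Among the other alternatives, a mean count of at least 50 moved these numbers most, to 28 in Cb and 15 in F/M. With the replicate block (mean correlation of same-numbered libraries -0.0024 in Cb and 0.028 in F/M), they were 38 and 23.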

As indicated, 25 upregulated genes were found in the F/M area, and 42 altered expression genes were found in Cb (36 upregulated and 6 downregulated), all associated with the neuroinflammation pathway (Figure 5). In-depth analysis of the genes affected in this pathway highlights the possible regulatory process activated in microglia and astrocytes which may lead to altered postsynaptic behavior (Figure 5), in particular in Cb where gamma-aminobutyric acid (GABA) C receptor, subunit rho 2 (*Gabrr2*) is strongly downregulated. 

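*Gabrr2* (chromosome 4, 33062999 to 33095865) was expressed at 0.934 ± 0.138 CPM in Cb-N and 0.553 ± 0.278 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of -0.75 (standard error 0.32, adjusted p = 0.048). The libraries of both genotypes overlapped, and the call was kept in 2 of the 6 fits that each left out a replicate, with log2 fold changes from -1.24 to -0.52. By the Wald test of DESeq2 the adjusted p was 0.15, past the limit of 0.1. In F/M, *Gabrr2* had 1.3 ± 0.121 CPM in F/M-N and 0.893 ± 0.0358 CPM in F/M-T (log2 fold change -0.46, adjusted p = 0.18), and the difference between the areas did not pass the interaction test (adjusted p = 0.7). Other GABA receptor genes of the pathway rose in Cb, namely *Gabra5* (2.68, adjusted p = 1.3e-17), *Gabrq* (1.81, adjusted p = 3.2e-13) and *Gabrg3* (1.10, adjusted p = 8.8e-09). Hox genes of the hindbrain were raised in Cb-T too, so tissue from outside the cerebellum may be part of these rises. Whether it was the source was not tested for the GABA receptor genes.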

More than 75% of the DEG associated with this pathway in F/M areas were also altered in Cb, indicating similar inflammatory processes are occurring in both areas, but with a higher positive *z* score, that is, stronger involvement, in the Cb where more gene expressions are altered, and levels of gene activation are higher (Figure 5).

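Of the neuroinflammation genes listed for F/M, 19 were DEG in both areas in these fits. The median log2 fold change of the listed genes was 1.11 in Cb and 1.08 in F/M. The lists differ between the areas, so that these medians are over different genes, and the z scores of the pathway software were not recomputed here.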

**Figure 5.**
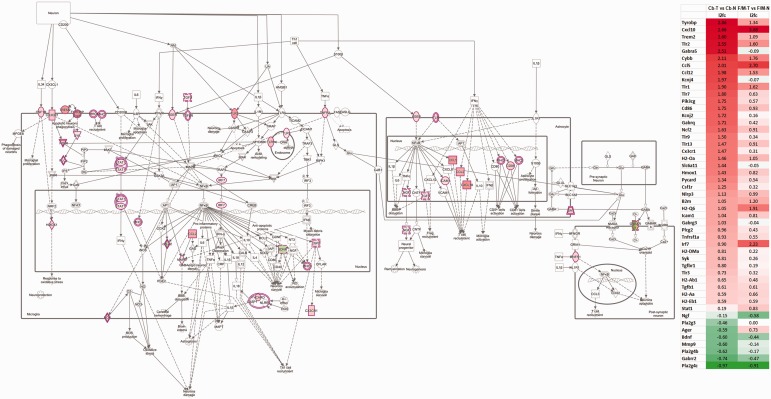
Neuroinflammation pathway. Canonical pathway analysis by IPA highlights the genes affected in the neuroinflammation pathways for Cb and F/M. Involved DEG detected by RNA-seq analysis and change ratio (l2fc=log_2_ of T. N ratio) are indicated to the right. F/M-N = control forebrain/midbrain; F/M-T = *Tpp1^–^*^/^*^–^* forebrain/midbrain; Cb-N = control cerebellum; Cb-T = *Tpp1^–^*^/^*^–^* cerebellum.

IPA analysis also identifies, in both brain areas, several highly significant upstream regulators; that is, the transcription factors, *Irf3* (F/M: *p* < 8.5E-36, *z* = 5.2; Cb: *p* < 6.6E-17, *z* = 4.7); *Irf7* (F/M: *p* < 1.1E-28, *z* = 4.6; Cb: *p* < 5.7E-15, *z* = 4.1); the interleukin *Ifng* (interferon gamma; F/M: *p* < 9.9E-33, *z* = 6.3; Cb: *p* < 1.5E-26, *z* = 7.1); and interferon alpha/beta receptors (*Ifnar1* and *Ifnar2*; F/M: *p* < 1.4E-44, *z* = 6.2; Cb: *p* < 1.5E-25, *z* = 6.2). 

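The message of *Irf7* (chromosome 7, 141262706 to 141266481) rose from 1.54 ± 0.229 CPM in F/M-N to 7.46 ± 0.647 CPM in F/M-T (mean ± SD, 3 libraries each; log2 fold change 2.31, standard error 0.14, adjusted p = 4.3e-10) and from 2.35 ± 0.189 CPM in Cb-N to 4.58 ± 0.382 CPM in Cb-T (log2 fold change 0.96, standard error 0.15, adjusted p = 4.4e-07), with the larger rise in F/M (interaction -1.33, adjusted p = 1.6e-05). *Irf3* (chromosome 7, 44997648 to 45002848) fell by less than 1.5-fold, with log2 fold changes of -0.28 (adjusted p = 2.3e-05) in Cb and -0.14 (adjusted p = 0.13) in F/M. For the receptor genes, the log2 fold change of *Ifnar1* was 0.017 (adjusted p = 0.77) in Cb and -0.0080 (adjusted p = 0.92) in F/M, and that of *Ifnar2* was 0.15 (adjusted p = 0.18) in Cb and 0.21 (adjusted p = 0.084) in F/M. *Ifng* (chromosome 10, 118441046 to 118445892) had 0 counts in all 12 libraries and was not detectable at this depth.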

Among the factors in this list, only Irf7 message is actually upregulated in both brain areas. Furthermore, Irf7, a critical transcription factor for the induction and positive feedback regulation of type I IFN signaling (Seth et al., 2006), has been found upregulated in experimental autoimmune encephalomyelitis (EAE; Salem et al., 2011) and is known to play a critical role with Tgfβ in microglia inflammatory response (Cohen et al., 2014).

Many of the highly significantly modified canonical pathways are associated with the immune system response and are consistent with findings for other neurodegenerative diseases such as multiple sclerosis (MS) and Alzheimer’s disease (AD; see Figure 4). For example, the use of single-cell RNA-seq gene expression profiling recently allowed the characterization of Alzheimer’s disease-associated microglia (DAM; Deczkowska et al., 2018) as having increased levels of *Trem2* and *Tyrobp* expression, which was consistent with the increases observed in our data (Figure 5).

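*Trem2* (chromosome 17, 48346401 to 48354147), a receptor of microglia, had 3.38 ± 0.0658 CPM in Cb-N, 21.6 ± 0.571 CPM in Cb-T, 10.6 ± 1.30 CPM in F/M-N and 22.4 ± 2.04 CPM in F/M-T (mean ± SD, 3 libraries per group), with log2 fold changes of 2.67 (standard error 0.091, adjusted p = 4.7e-27) and 1.12 (standard error 0.087, adjusted p = 1.2e-08). Its adaptor *Tyrobp* (chromosome 7, 30413760 to 30417585) had 3.92 ± 0.373 CPM in Cb-N, 29.9 ± 1.56 CPM in Cb-T, 9.75 ± 1.45 CPM in F/M-N and 24.7 ± 1.95 CPM in F/M-T, with log2 fold changes of 2.93 (standard error 0.084, adjusted p = 8.1e-30) and 1.38 (standard error 0.089, adjusted p = 6.6e-10). In the interaction test the increase in Cb was larger by 1.57 for *Trem2* (adjusted p = 2.7e-10) and by 1.57 for *Tyrobp* (adjusted p = 3.3e-10), from a lower level in Cb-N than in F/M-N.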

### Histological and Quantitative Changes Associated With Astrocytes and Microglia

To confirm and validate the RNA-seq data, several genes were selected, and transcriptional differences were confirmed by RT-qPCR and mRNA ISH. 

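In the counts, the transcripts chosen for qPCR spanned means from 2.61 CPM (*Cd68* in Cb-N) to 1605 CPM (*Apoe* in Cb-T). *Ctss* (chromosome 3, 95526786 to 95556403) was a DEG in both areas, with 59.1 ± 0.735 CPM in F/M-N and 142 ± 5.31 CPM in F/M-T (mean ± SD, 3 libraries each; log2 fold change 1.30, adjusted p = 2.4e-15) and 26.7 ± 0.0568 CPM in Cb-N and 130.3 ± 1.40 CPM in Cb-T (log2 fold change 2.29, adjusted p = 3.9e-38). *Aldh1a1* (chromosome 19, 20492715 to 20643465) was a DEG in Cb (log2 fold change 0.65, adjusted p = 3.4e-24) and below the fold-change limit in F/M (0.41, adjusted p = 1.3e-06). *Mag* (chromosome 7, 30899176 to 30914873) did not reach 1.5-fold in either area, with a log2 fold change of 0.44 (adjusted p = 1.1e-17) in Cb and 0.0029 (adjusted p = 0.96) in F/M, where its sign changed under other settings. *Dcx* (chromosome X, 143855842 to 143933311) changed by 0.15 (adjusted p = 0.18) in Cb and by -0.21 (adjusted p = 0.0022) in F/M.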

The genes chosen encompass a broad range of expression levels and include significant (highlighted in color) and nonsignificant up- and downregulated genes (Figure 6(a)). Consistent results were obtained for Cb and F/M samples; thus, only F/M samples are represented (Figure 6(b)). The magnitude and directions of the differences obtained by qPCR are consistent with the RNA-seq data. Moreover, in F/M areas, tendencies in the RNA-seq that do not reach significance, such as *Apoe* and *Aqp4*, were confirmed to be significantly changed by qPCR (Figure 6(b)). These results may indicate that due to the high level of stringency in the statistical analysis of RNA-seq, the differences reported by this technique are underestimating the total numbers of differentially expressed transcripts and stress the need to extend the assessment of DEG to other techniques as well.

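*Apoe* (chromosome 7, 19696109 to 19699188) had 999 ± 65.4 CPM in F/M-N and 1385 ± 37.8 CPM in F/M-T (mean ± SD, 3 libraries each), and its log2 fold change of 0.51 (standard error 0.036, adjusted p = 2.2e-09) had a low adjusted p but stayed under the 1.5-fold limit, which corresponds to 0.58 on the log2 scale. The same held for *Aqp4* (chromosome 18, 15389496 to 15410982), with 182 ± 2.92 CPM in F/M-N and 249.5 ± 11.2 CPM in F/M-T and a log2 fold change of 0.49 (standard error 0.033, adjusted p = 1.2e-09). Every F/M-T library was above every F/M-N library for both genes. In Cb both passed the limit, *Apoe* with 822 ± 32.5 CPM in Cb-N and 1605 ± 43.0 CPM in Cb-T (log2 fold change 0.97, adjusted p = 2.8e-32) and *Aqp4* with 527 ± 4.93 CPM in Cb-N and 912 ± 13.7 CPM in Cb-T (log2 fold change 0.79, adjusted p = 2.9e-30).

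**Figure D2:**
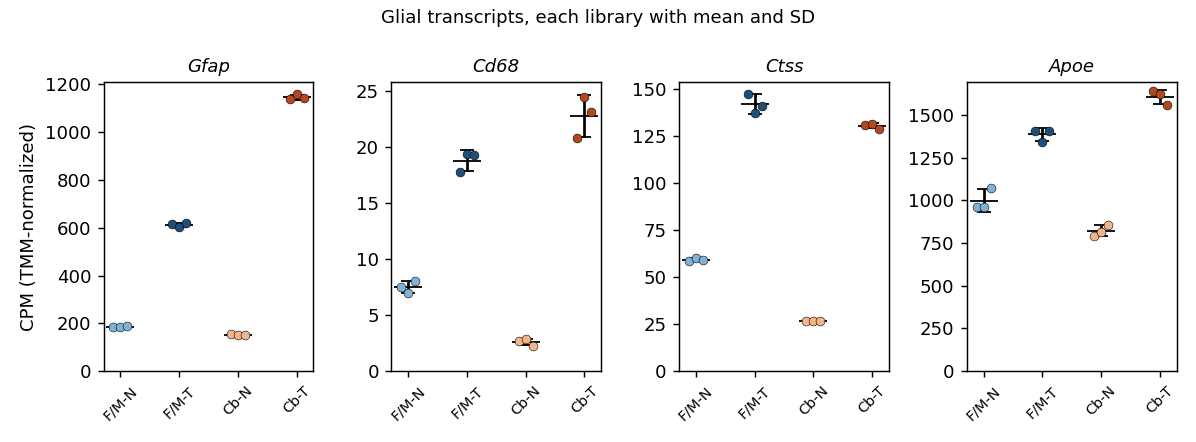
CPM (vertical axes, each from 0) of *Gfap*, *Cd68*, *Ctss* and *Apoe* in the 4 groups, with a point for each library and the mean and SD of the 3 libraries as a horizontal mark with a bar. For each gene the T libraries lie above the N libraries of the same area.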

**Figure 6.**
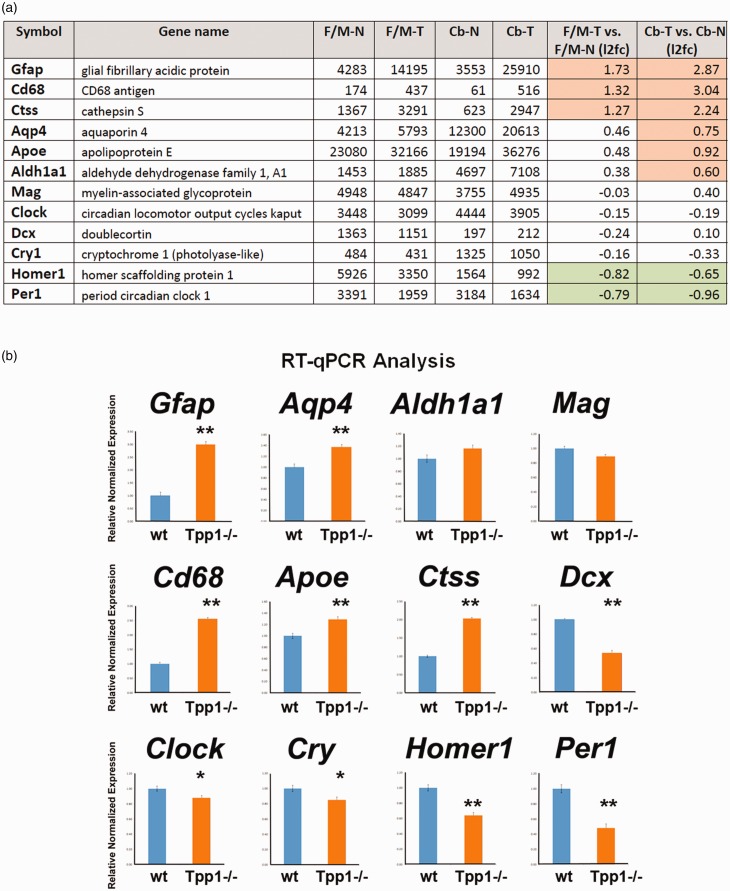
Corroboration of RNA-seq results by RT-qPCR for selected genes. (a) Table counts per million (CPM) data from RNA-seq study and log2 of *Tpp1^–/–^* (T) versus control (N) ratio (l2fc) in Cb and F/M for 12 genes. Significant change ratios are highlighted in pink (upregulated) and green (downregulated genes). (b) Relative transcript expression of the same 12 genes quantified by qPCR in independent F/M RNA extractions, performed in triplicate. Relative normalized expression values were determined from the ΔΔCt for the indicated target genes relative to Actb (β–actin) expression in control brains. *p < .02; **p < .0001. F/M-N = control forebrain/midbrain; F/M-T = *Tpp1^–^*^/^*^–^* forebrain/midbrain; Cb-N = control cerebellum; Cb-T = *Tpp1^–^*^/^*^–^* cerebellum; l2fc=log_2_ of T. N ratio; Tpp1 = tripeptidyl peptidase 1; RT-qPCR = quantitative real-time reverse transcription polymerase chain reaction; *Gfap* = glial fibrillary acidic protein; *Aqp4 =* aquaporin 4; *Cd68 =* CD68 antigen; *Per1 =* period1.

Transcripts from astrocytes and microglia were found to be strongly dysregulated in the Tpp1*^–^*^/^*^–^* mouse brain on the basis of our DEG cell-type enrichment profile (Figure 3); thus, we analyzed the histopathological changes in these two cell types using mRNA ISH. For astrocytes, ISHs in brain sagittal sections were performed using *Gfap* and *Aqp4* probes (Figure 7). The *Gfap* transcript, which is well known to be upregulated in reactive astrocytes (Pekny et al., 2014), was found to be increased in all areas of the brain in a patchy or punctuated pattern (Figure 7(f) and (i)). Certain areas such as the ventral thalamus, medial forebrain bundle (Figure 7(f) and (i)), cerebellar white matter, and granular layer (Figure7(b)) were more distinctly affected, confirming the previously described distribution of reactive astrocytes in *Tpp1^–/–^* brains by immunohistochemistry (Sleat et al., 2004). The aquaporin 4 (*Aqp4*) transcript, which has also been reported to be expressed by astrocytes and increasingly so after brain injury (Vizuete et al., 1999; Saadoun and Papadopoulos, 2010; Domowicz et al., 2018), was also upregulated in the same areas as that of *Gfap*. The granular distribution of *Aqp4* mRNA-expressing cells provides confirmation that astrocytes are being activated on-site in areas of neuronal damage (Figure 7(h) and (j)).

**Figure 7.**
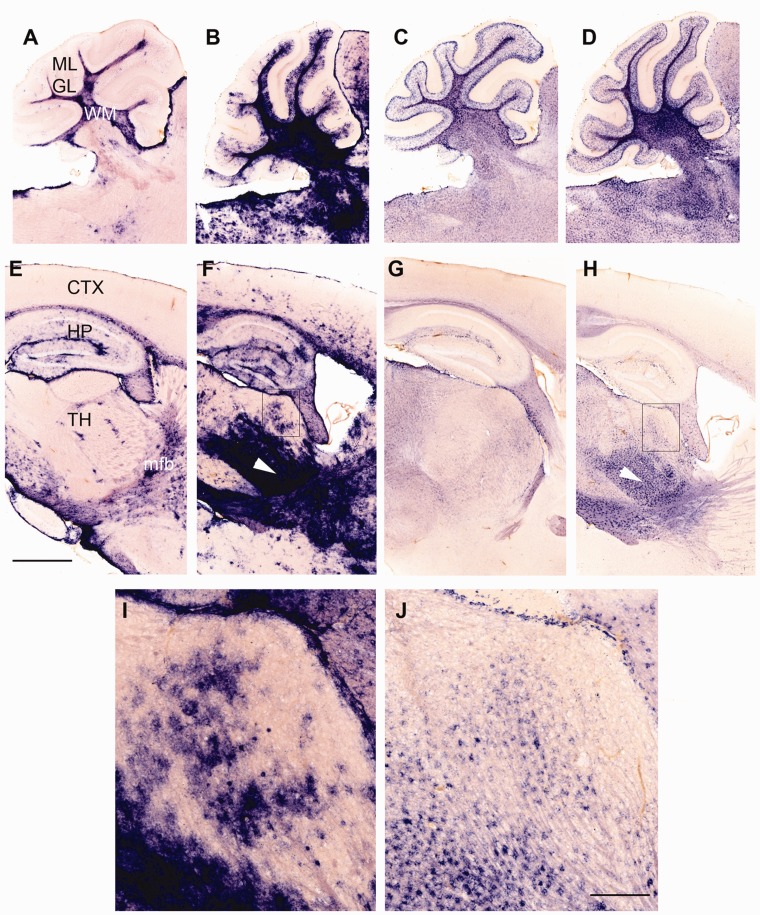
Altered expression patterns of astrocytic markers in *Tpp1^–^*^/^*^–^* 4-month-old brains. Expression patterns of GFAP (a, b, e, f, i) and Aqp4 (c, d, g, h, j) transcripts in *Tpp1^–^*^/^*^–^* (b, f, i and d, h, j) and control (a, e and d, h) in 4-month-old brains by *in situ* hybridization (blue staining). Cerebellar (a to d) and forebrain areas (e to i) are shown. (i) and (j) depict close-ups of areas indicated in (f) and (h). White arrowhead in (f) and (h) indicates ventral thalamus. Scale bars: (a) to (g) = 1,000 μm; (i) and (j) = 200 μm. ML = molecular layer; GL = granular layer; WM = molecular matter; CTX = cortex; HP = hippocampus; TH = thalamus; mfb = medial forebrain bundle.

Neuronal damage is effectively sensed by microglia (Ransohoff and Perry, 2009), so it is not surprising that a large number of genes associated with microglia activation were found among the identified DEG (Figure 3). For instance, CD68 is a lysosomal protein that is upregulated in microglia in the brains of several neurodegeneration disorders (Bevan et al., 2018; Linnartz-Gerlach et al., 2019), as well as in human microglia from aged populations (Raj et al., 2017; Olah et al., 2018) and is frequently used as a marker for reactive microglia. Marked elevation of *Cd68* expression was observed in the mRNA quantifications and by ISH in the *Tpp1^–^*^/^*^–^* brains (Figure 8). 

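In the counts, *Cd68* (chromosome 11, 69664213 to 69666153) rose from 2.61 ± 0.303 CPM in Cb-N to 22.8 ± 1.87 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of 3.13 (standard error 0.10, adjusted p = 7.2e-28). In F/M it rose from 7.51 ± 0.534 to 18.8 ± 0.911 CPM, a log2 fold change of 1.36 (standard error 0.079, adjusted p = 1.3e-10). The rise was larger in Cb by 1.78 (standard error 0.14, interaction, adjusted p = 3.8e-11), and every T library was above every N library in both areas.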

While CD68-expressing cells are rarely detected in normal brain (Figure 8(a) and (c)), we found elevated *Cd68* expression in morphologically altered microglia throughout the entire 4-month-old *Tpp1^–^*^/^*^–^* brain (Figure 8(b), (d) to (f)). In thalamic and cerebellar areas, these changes were more marked with higher microglia density and clustered expression (Figure 8(b), (d) to (f)), indicating preferential areas of microglia activation. Significant increases in the number and size of CD68^+^ cells were also quantified in thalamus compared with cortex in *Tpp1^–^*^/^*^–^* brains (Figure 8(g)).

**Figure 8.**
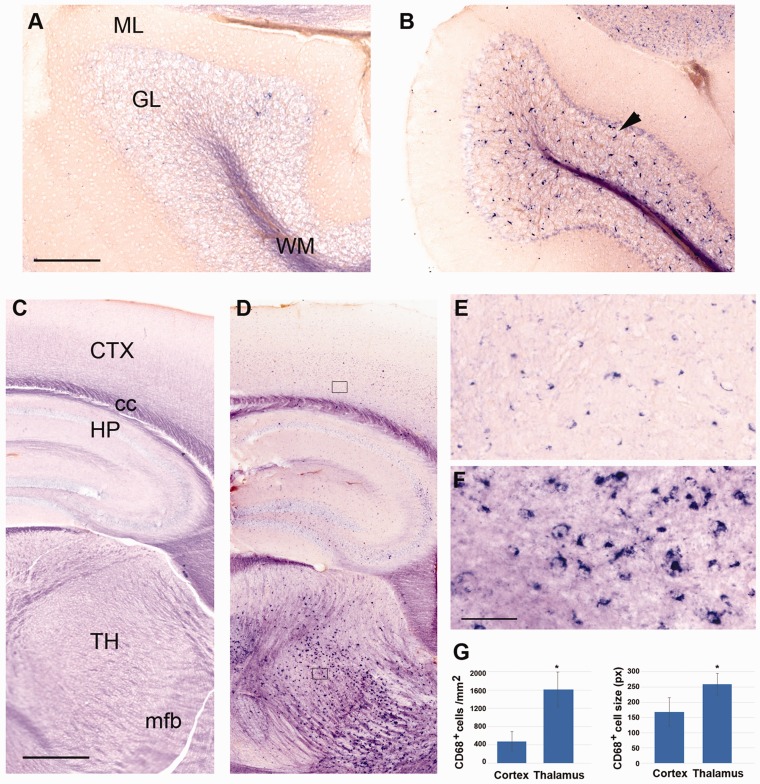
Altered expression patterns of Cd68 in *Tpp1^–^*^/^*^–^* 4-month-old brains. Expression pattern of CD68 mRNA in cerebellum (a and b) and forebrain (c to f) in *Tpp1^–^*^/^*^–^* (b, d, e, f) and control (a, c) 4-month-old brains by *in situ* hybridization (blue staining). (e) and (f) represent an enlargement of sections boxed in (d). Quantification of the number of CD68^+^ cell per mm^2^ and cell size (in pixels) for *Tpp1^–^*^/^*^–^* cortex and thalamus are compared in (g). Black arrowhead indicates CD68^+^ cells in granular cell layer of *Tpp1^–^*^/^*^–^* cerebellum. Scale bars: (a) and (b) = 200 μm; (c) and (d) = 500 μm; (e) and (f) = 50 μm. ML = molecular layer; GL = granular layer; WM = white matter; CTX = cortex; cc = corpus callosum; HP = hippocampus; TH = thalamus; mfb = medial forebrain bundle.

### Circadian Rhythm

Levels of *Per1* and *Per2* were downregulated in the*Tpp1^–^*^/^*^–^* mouse model, which is indicative of circadian rhythm abnormalities and correlates with the altered sleep patterns of Batten patients (Lehwald et al., 2016; Williams et al., 2017). 

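*Per1* (chromosome 11, 69095217 to 69109960) had 147 ± 1.65 CPM in F/M-N and 84.4 ± 1.95 CPM in F/M-T (mean ± SD, 3 libraries each), a log2 fold change of -0.76 (standard error 0.034, adjusted p = 1.7e-12), and 136 ± 3.58 CPM in Cb-N and 72.3 ± 2.31 CPM in Cb-T, a log2 fold change of -0.91 (standard error 0.033, adjusted p = 3.5e-26). *Per2* (chromosome 1, 91415982 to 91459324) had 47.4 ± 1.28 CPM in F/M-N and 28.1 ± 0.553 CPM in F/M-T, a log2 fold change of -0.71 (standard error 0.047, adjusted p = 1.1e-09), and 59.0 ± 3.86 CPM in Cb-N and 25.5 ± 0.646 CPM in Cb-T, a log2 fold change of -1.21 (standard error 0.049, adjusted p = 3.1e-24). No T library overlapped an N library for these genes in either area. The difference between the areas was below the 1.5-fold limit of the interaction test, at -0.14 for *Per1* (adjusted p = 0.034) and -0.48 for *Per2* (adjusted p = 5.9e-06). Of 15 immediate early genes, 13 were lower in every F/M-T than in every F/M-N library and 0 were higher, with 7 downregulated DEG. In Cb, 7 were lower and 6 higher in every Cb-T than in every Cb-N library, with 3 downregulated and 2 upregulated DEG.

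**Figure D3:**
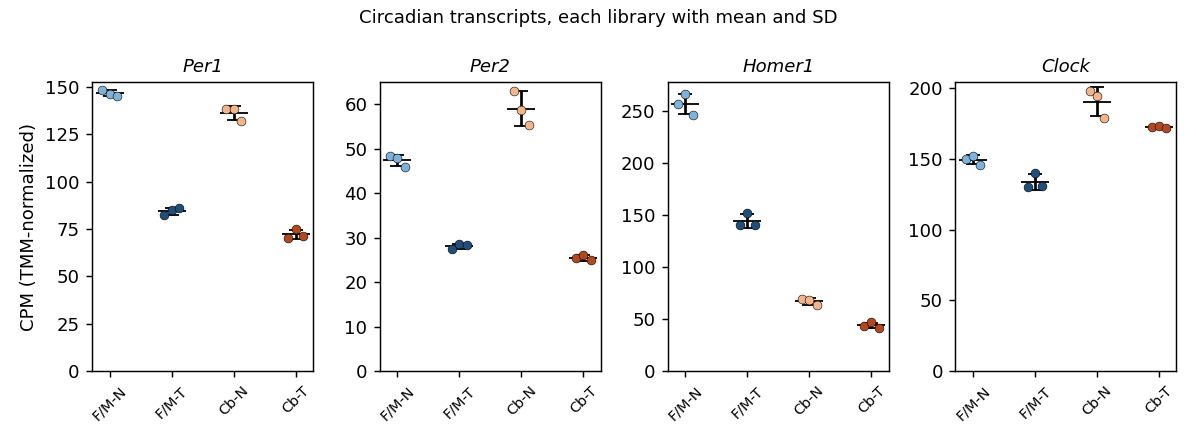
CPM (vertical axes, each from 0) of *Per1*, *Per2*, *Homer1* and *Clock* in the 4 groups, with a point for each library and the mean and SD of the 3 libraries as a horizontal mark with a bar. *Per1*, *Per2* and *Homer1* are lower in the T than in the N libraries of both areas, and *Clock* differs least.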

In fact, IPA demonstrated significant alterations in the circadian rhythm pathway (Figure 9); these were further confirmed by the downregulation of *Per1* found by qPCR (Figure 6) and mRNA ISH, which showed neuronal populations of the piriform cortex and the suprachiasmatic nuclei’s being more affected (Figure 9 (a) to (d)). The latter structure is known to have innervations from retinal ganglion cells and is key in coordinating the light cycle with sleep patterns (Abreu and Braganca, 2015; Ono et al., 2015; Roenneberg and Merrow, 2016). Alterations in the circadian rhythm signaling pathways for Cb and F/M are shown in Figure 9 (e and f) and include several genes besides Per1 and Per2. 

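All 3 genes that Table 1 lists for this pathway in F/M and all 5 listed in Cb were DEG, the former all downregulated and the latter 2 upregulated and 3 downregulated. *Vipr2* (chromosome 12, 116077726 to 116146261), a receptor for vasoactive intestinal peptide, fell in both areas, from 6.20 ± 0.374 to 2.5 ± 0.263 CPM in F/M (mean ± SD, 3 libraries each; log2 fold change -1.27, standard error 0.13, adjusted p = 5.9e-07) and from 18.2 ± 0.882 to 9.30 ± 0.366 CPM in Cb (log2 fold change -0.97, standard error 0.076, adjusted p = 1.9e-14). Its ligand genes rose in Cb, *Adcyap1* (chromosome 17, 93199017 to 93206537) from 9.47 ± 0.724 to 15.8 ± 1.30 CPM (log2 fold change 0.73, standard error 0.083, adjusted p = 5.5e-10) and *Vip* (chromosome 10, 5639218 to 5647617) from 0.179 ± 0.114 to 2.72 ± 0.197 CPM (log2 fold change 3.87, standard error 0.31, adjusted p = 3.4e-14). In F/M they did not change, at 20.3 ± 1.19 and 20.6 ± 2.57 CPM for *Adcyap1* (0.058, adjusted p = 0.64) and 32.7 ± 2.96 and 33 ± 0.604 CPM for *Vip* (0.052, adjusted p = 0.58), and control F/M expressed *Vip* at a far higher level than control Cb.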

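In the counts, *Clock* (chromosome 5, 76209868 to 76304792) had 190.3 ± 10.1 CPM in Cb-N and 173 ± 0.669 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of -0.14 (adjusted p = 1.3e-04), and 149.2 ± 3.22 CPM in F/M-N and 133 ± 5.51 CPM in F/M-T, a log2 fold change of -0.12 (adjusted p = 0.018). *Cry1* (chromosome 10, 85131700 to 85185064) had 56.7 ± 2.47 CPM in Cb-N and 46.4 ± 2.07 CPM in Cb-T (log2 fold change -0.29, adjusted p = 2.9e-07) and 20.9 ± 1.59 CPM in F/M-N and 18.6 ± 0.742 CPM in F/M-T (log2 fold change -0.13, adjusted p = 0.18). Neither reached the 1.5-fold limit in either area, although all T libraries were below all N libraries of their area for both genes.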

Interestingly, this study includes *Clock* and *Cry* (analyzed by qPCR, see Figure 6(b)) in the list of genes with altered expression in this pathway. In addition, Homer1, one of the rhythmic control transcripts (Maret et al., 2007), was also downregulated in the F/M transcriptome of the *Tpp1^–^*^/^*^–^* mouse brain.

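*Homer1* (chromosome 13, 93299635 to 93405129) fell from 256 ± 9.79 CPM in F/M-N to 144 ± 6.55 CPM in F/M-T (mean ± SD, 3 libraries each), a log2 fold change of -0.79 (standard error 0.036, adjusted p = 2.1e-12). In Cb it fell from 67.0 ± 3.05 to 43.9 ± 2.62 CPM, a log2 fold change of -0.61 (standard error 0.043, adjusted p = 7.8e-16), close to the limit, and the call in Cb was lost in 1 of the 6 fits that each left out a replicate.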

**Figure 9.**
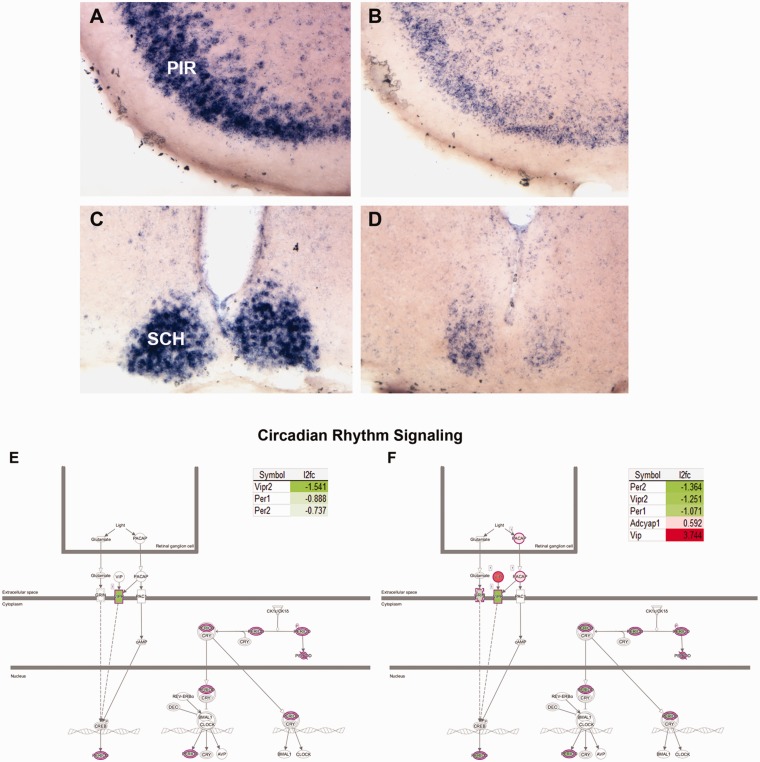
Loss of circadian rhythm gene expression in *Tpp1^–^*^/^*^–^* brains. Loss of Per1 mRNA expression in PIR (a and b) and the SCH (c and d) in *Tpp1^–^*^/^*^–^* (b, d) 4-month-old brains compared with control heterozygous (a, c). Canonical pathway analysis by IPA highlights the genes affected in the circadian rhythm signaling pathways for F/M (e) and Cb (f). Involved DEG detected by RNA-seq analysis and change ratio (l2fc=log_2_ of T vs. N ratio) are indicated. PIR = piriform cortex; SCH = suprachiasmatic nuclei.

## Discussion

A few reports have analyzed brain gene expression profiles in NCL animal models (*Cln1*, *Cln5*, and *Cln3*; Brooks et al., 2003; Elshatory et al., 2003; von Schantz et al., 2008) as well as in a *cln3^-^ Dictyostelium* model (Mathavarajah et al., 2018). Because most of these reports used microarray methodology and the diseases have different times of onset, data comparison is difficult to perform, and only a few common gene expression changes can be confirmed in *Tpp1^–^*^/^*^–^* brains. Here, we report the first RNA-seq analysis in a Batten disease animal model. Our findings show that the transcriptional characterization of brain gene expression changes due to the lack of TPP1 during the end stages (at 4 months of age) of the disease not only defined the type of neuroinflammation process occurring but also identified a novel affected pathway (i.e., circadian rhythm), both of which contribute to a better understanding of disease pathophysiology in Batten disease (NCL).

In several NCL forms, studies on the involvement of microglia in the inflammation process have been reported. In the most aggressive form of NCL (infantile NCL due to CLN1 mutations), increased proinflammatory cytokine production and peripheral immune cell infiltration of the brain were described (Macauley et al., 2012). Furthermore, anti-inflammatory treatments were successful in increasing the survival rate (Macauley et al., 2012). In animal models of JNCL, characterized by mutations of CLN3, primary microglia were found to be in a proinflammatory state (Xiong and Kielian, 2013), and microglial and astrocytic activation were shown to precede neural cell death (Pontikis et al., 2004). 

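Among the microglial receptor genes, *Csf1r* (chromosome 18, 61100598 to 61132149) rose from 38.7 ± 2.31 to 95.3 ± 5.71 CPM in Cb (mean ± SD, 3 libraries each; log2 fold change 1.30, adjusted p = 2.2e-27) and *Cx3cr1* (chromosome 9, 119901616 to 120069879) from 14.6 ± 1.08 to 41.8 ± 1.02 CPM (log2 fold change 1.52, adjusted p = 1.7e-25). *Tgfbr1* (chromosome 4, 47353222 to 47414931) rose from 21.1 ± 1.12 to 37.8 ± 1.51 CPM (0.84, adjusted p = 1.7e-17) and *Tnfrsf1a* (chromosome 6, 125349362 to 125362484) from 7.93 ± 0.851 to 15.7 ± 0.727 CPM (0.98, adjusted p = 2.8e-13). In F/M, with 108.9 ± 2.85 CPM of *Csf1r* and 50.5 ± 2.96 CPM of *Cx3cr1* in F/M-N, these receptors rose by less than 1.5-fold, with log2 fold changes of 0.36 (adjusted p = 3.0e-07) for *Csf1r*, 0.34 (adjusted p = 1.9e-05) for *Cx3cr1*, 0.22 (adjusted p = 0.0013) for *Tgfbr1* and 0.58 (adjusted p = 2.1e-05) for *Tnfrsf1a*. The rise in Cb was larger than in F/M in the interaction test for *Csf1r* (by 0.97, adjusted p = 1.2e-13), *Cx3cr1* (by 1.20, adjusted p = 1.6e-13) and *Tgfbr1* (by 0.64, adjusted p = 1.9e-08), and for *Tnfrsf1a* the difference of 0.42 was under 1.5-fold.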

Our study extends these observations to a mouse model of cLINCL in which upregulation of *Cd68*, visualized by ISH (Figure 8), and transcriptional changes associated with microglia (Figure 3 and Supplemental Table S1) confirm its activation through upregulation of cell surface receptors such as *Csf1r*, *Cx3cr1*, *Trem2*, *Tyrobp*, *Tgfr1*, and *Tnfrsf1a*. Similar to AD and in aging (Zhang et al., 2013; Soreq et al., 2017; Mostafavi et al., 2018), microglia constitute the predominant transcriptional footprint in *Tpp1* mutant mouse brain. We also confirmed differential increases in the number of cells in particular brain areas as well as morphological changes (Figure 8) in the *Tpp1^–^*^/^*^–^* brain. Recently, a study using single-cell RNA-seq technology in Tg-AD models revealed a two-step pathway of DAM development; an initial TREM2-independent pathway (Stage 1) followed by a TREM2-dependent pathway (Stage 2). Signatures for both types of microglia stages were found in our analysis of *Tpp1^–^*^/^*^–^* brain (Stage 1 DAM: *Tyrobp*, *Ctsd*, *Apoe*, *B2m*, and *Lyz2*; and Stage 2: *Axl*, *Trem2*, *Itgax*, *Csf1*, *Cst7*, *Lpl*, *Cd9*, *Ccl6*, *Lilrb4a*, and *Timp2*; Keren-Shaul et al., 2017). Thus, it can be expected that microglia in both stages are present in the *Tpp1^–^*^/^*^–^* brain during the end stage of the disease. It remains to be studied whether the Stage-2 DAM that have increased phagocytic activities are functioning normally in the mutant brain, as lysosomal processes might be altered in the absence of TPP1 and defects in microglial function might contribute to the rate of progression of the disease.

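Of the Stage 1 genes, *B2m* (chromosome 2, 122147686 to 122153083) had log2 fold changes of 1.09 (adjusted p = 1.2e-28) in Cb and 1.23 (adjusted p = 3.6e-15) in F/M, and *Lyz2* (chromosome 10, 117277331 to 117282321) of 2.99 (adjusted p = 6.4e-34) and 2.00 (adjusted p = 7.4e-13). For Stage 2, *Cst7* (chromosome 2, 150570415 to 150578944) rose from 0.152 ± 0.0726 to 9.79 ± 1.05 CPM in Cb and from 0.133 ± 0.135 to 4.69 ± 0.185 CPM in F/M (mean ± SD, 3 libraries per group), log2 fold changes of 5.97 (standard error 0.23, adjusted p = 3.4e-25) and 5.15 (standard error 0.32, adjusted p = 3.5e-10). Other Stage 2 genes were DEG in both areas, namely *Cd9* (0.95 in Cb and 0.70 in F/M), *Ccl6* (2.88 and 1.44) and *Lilrb4a* (3.81 and 2.86). *Lpl* (chromosome 8, 68880491 to 68907448) rose from 1.33 ± 0.430 to 21.7 ± 0.591 CPM in Cb (log2 fold change 4.02, adjusted p = 4.1e-29), while in F/M, where control tissue had 28.7 ± 0.587 CPM, its log2 fold change of 0.41 (adjusted p = 7.1e-06) stayed under the limit. *Timp2* (chromosome 11, 118301069 to 118355740) rose in Cb (1.13, adjusted p = 1.6e-29) from 64.6 ± 1.67 CPM in Cb-N, against 393 ± 8.29 CPM in F/M-N, and was below the limit in F/M (0.067, adjusted p = 0.089). *Axl* (chromosome 7, 25757273 to 25788705) was close to the limit in Cb (0.62, adjusted p = 8.7e-18), where the call was lost in 1 of the 6 fits that each left out a replicate, and below it in F/M (0.33, adjusted p = 2.1e-05).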

It is expected that microglia are initially activated by endogenous ligands generated as a result of neuronal damage, perhaps through toll-like receptors (TLRs; Fiebich et al., 2018) and the complement pathway. Upregulation of genes involved in the complement pathway (Figure 4) is probably linked to microglial and astrocytic response to neuronal damage. Genes from the classical (*C4b*, *C1a*, *C1b*, and *C1c*) and alternate pathways (*C3*) of complement activation as well as its receptor (*C3ar1*) are upregulated. It is possible that activated astrocytes increase the production and release of C3, which in turn interacts with neuronal and microglial C3aR, altering neuronal function and regulation of phagocytosis, respectively, as has been described for models of AD (Lian et al., 2015; Lian et al., 2016; Litvinchuk et al., 2018). 

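The C1q chain genes lie side by side on chromosome 4, *C1qa* from 136895917 to 136898803, *C1qb* from 136880129 to 136886187 and *C1qc* from 136889804 to 136893065. *C1qa* had 13.4 ± 1.05 CPM in Cb-N, 85.8 ± 2.75 CPM in Cb-T, 36.1 ± 0.331 CPM in F/M-N and 79.6 ± 1.27 CPM in F/M-T (mean ± SD, 3 libraries per group), with log2 fold changes of 2.68 (standard error 0.051, adjusted p = 1.7e-36) and 1.18 (standard error 0.041, adjusted p = 2.7e-14). *C1qb* rose by 2.52 (adjusted p = 3.4e-35) in Cb and 1.18 (adjusted p = 8.5e-14) in F/M on the log2 scale, and *C1qc* by 2.42 (adjusted p = 2.0e-32) and 1.10 (adjusted p = 3.2e-11). The interaction test gave a larger rise in Cb for each chain, by 1.52 for *C1qa* (adjusted p = 4.9e-17), 1.36 for *C1qb* (adjusted p = 2.3e-15) and 1.34 for *C1qc* (adjusted p = 3.1e-12). All 10 complement genes listed in Table 1 for Cb were DEG, 9 of them upregulated, and all 8 of the 9 listed for F/M that were found by their symbol were upregulated DEG.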

TLRs have been shown to have an impact on noninfectious CNS disease and injuries because they can bind a number of endogenous molecules liberated from damaged tissues (Hanke and Kielian, 2011; Fiebich et al., 2018). 

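*Tlr2* (chromosome 3, 83836272 to 83841767) rose from 1.18 ± 0.111 to 7.42 ± 0.258 CPM in Cb and from 1.58 ± 0.318 to 4.86 ± 0.156 CPM in F/M (mean ± SD, 3 libraries per group), with log2 fold changes of 2.65 (standard error 0.15, adjusted p = 5.9e-19) and 1.67 (standard error 0.16, adjusted p = 1.9e-07). *Tlr7* (chromosome X, 167304929 to 167330558) rose from 1.28 ± 0.268 to 4.79 ± 0.483 CPM in Cb and from 3.35 ± 0.506 to 5.18 ± 0.157 CPM in F/M, with log2 fold changes of 1.90 (standard error 0.17, adjusted p = 1.1e-12) and 0.67 (standard error 0.13, adjusted p = 0.001), and its call in F/M was lost in 1 of the 6 fits that each left out a replicate. All 6 genes that Table 1 lists for Toll-like receptor signaling in Cb and all 8 listed for F/M were upregulated DEG.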

Involvement of toll receptor signaling was also observed in *Tpp1^–/–^* brains; in particular, *Tlr2* and *Tlr7* were activated in both areas analyzed. In contrast with observations in AD, Parkinson’s disease, and amyotrophic lateral sclerosis patients (Letiembre et al., 2009; Casula et al., 2011), *Tlr4* mRNA was not upregulated in *Tpp1^–/–^* brains, which argues for a unique pathway of microglia activation in this model. It is also important to point out that the three *Tlrs*—*Tlr3*, *Tlr7*, and *Tlr9*—known to be located in endosomes and lysosomes are elevated in Cb (Figure 5 inset) of *Tpp1^–/–^* animals.

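*Tlr4* (chromosome 4, 66827584 to 66930284) had 2.28 ± 0.121 CPM in Cb-N, 3.05 ± 0.279 CPM in Cb-T, 2.02 ± 0.111 CPM in F/M-N and 2.81 ± 0.0402 CPM in F/M-T (mean ± SD, 3 libraries per group). Its log2 fold changes of 0.42 (standard error 0.16, adjusted p = 0.027) in Cb and 0.51 (standard error 0.16, adjusted p = 0.026) in F/M stayed under the 1.5-fold limit, and every T library was above every N library of its area.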

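In Cb, *Tlr3* (chromosome 8, 45395665 to 45411080) rose from 17.5 ± 0.765 to 29.9 ± 0.651 CPM (mean ± SD, 3 libraries each), a log2 fold change of 0.78 (standard error 0.058, adjusted p = 3.4e-15), and *Tlr9* (chromosome 9, 106222598 to 106226883) from 0.470 ± 0.154 to 1.49 ± 0.128 CPM, a log2 fold change of 1.66 (standard error 0.29, adjusted p = 4.9e-06). In F/M neither was a DEG, with log2 fold changes of 0.35 (adjusted p = 4.7e-04) for *Tlr3* and 0.39 (adjusted p = 0.2) for *Tlr9*. The difference between the areas passed the interaction test for *Tlr9* (1.29, adjusted p = 0.0069) and for *Tlr7* (1.25, adjusted p = 8.3e-05), and for *Tlr3* it was under 1.5-fold (0.45, adjusted p = 1.7e-04).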

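*Ctsd* (chromosome 7, 142375911 to 142388038) had 157 ± 2.60 CPM in Cb-N, 429.9 ± 13.3 CPM in Cb-T, 178 ± 10.5 CPM in F/M-N and 309 ± 7.60 CPM in F/M-T (mean ± SD, 3 libraries per group), with log2 fold changes of 1.45 (standard error 0.026, adjusted p = 2.4e-37) and 0.83 (standard error 0.037, adjusted p = 1.6e-12). *Grn* (chromosome 11, 102430315 to 102437048) had 45.7 ± 1.46 CPM in Cb-N, 85.6 ± 3.82 CPM in Cb-T, 55.2 ± 3.57 CPM in F/M-N and 81.0 ± 0.991 CPM in F/M-T, with log2 fold changes of 0.91 (standard error 0.039, adjusted p = 4.2e-23) and 0.59 (standard error 0.044, adjusted p = 6.2e-09). The value of *Grn* in F/M lay at the fold-change limit, and 4 of the 6 fits that each left out a replicate kept the call.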

Interestingly, two members of the CLN family are upregulated in the *Tpp1^–/–^* brain, cathepsin D (Ctsd), and granulin (Grn), but because these genes have been also found to be upregulated in microglia from other neurodegenerative diseases (i.e., amyotrophic lateral sclerosis), it is unclear if their upregulation in this cLINCL model is related to microglia activation or dysregulation of lysosomal function. Regarding the storage material that characterizes cLINCL, it is interesting that although the subunit C of mitochondrial ATP synthase is the major component of the storage material (Jalanko and Braulke, 2009), no transcriptional changes in the levels of this gene family (*Atp5g1*) were detected, confirming that the accumulation must be due to failure in catabolic protein processing. In contrast, changes related to metabolism of lipids and their transport were extensively represented in the enrichGO analysis (Table S4) in agreement with the multiple lipid alterations described previously for this family of diseases (Kollmann et al., 2013; Kim et al., 2017).

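*Atp5g1* (chromosome 11, 96068852 to 96075670) had 21.8 ± 1.74 CPM in Cb-N and 17.2 ± 0.607 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of -0.35 (standard error 0.066, adjusted p = 1.9e-05), and 16.4 ± 1.80 CPM in F/M-N and 12.2 ± 0.483 CPM in F/M-T, a log2 fold change of -0.38 (standard error 0.081, adjusted p = 0.0022). The decrease was below the 1.5-fold limit in both areas, and every T library was below every N library of its area. Near-identical copies of this gene can share its reads.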

Extensive and severe loss of neurons has been described in cLINCL patients and the *Tpp1*-targeted mouse, and we identified the expression of a large number of neuronal genes affected, particularly in the Cb. Furthermore, the disease and functional networks found by IPA identified genes involved in inflammation of the CNS (Cb, 70 genes; F/M 41 genes). 

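For a list of 20 genes of cerebellar neurons, the summed expression fell from 17669 ± 139 CPM in Cb-N to 15254 ± 154 CPM in Cb-T (mean ± SD, 3 libraries each). Of these genes, 17 were lower in every Cb-T than in every Cb-N library and 1 was higher, with a median log2 fold change of -0.25, and none reached the 1.5-fold limit. In F/M the median over the same list was 0.0044.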

Seizure disorders (Cb, 46 genes), encephalitis (Cb, 65; F/M, 38), and EAE (Cb, 59; F/M, 34) are all known to be correlated with neuronal dysfunction (Table S5). Therefore, it is interesting that the *Tpp1*-targeted neuroinflammation process correlates more strongly with autoimmune types of neurodegenerative diseases (EAE and multiple sclerosis; see Figure 4) than with AD or Parkinson’s disease (Dendrou et al., 2016).

The entry of circulating immune cells into the brain has been described for several neurodegenerative diseases (Minagar et al., 2012; Dendrou et al., 2016; Fiebich et al., 2018), and our data suggest that this process is also active in *Tpp1^–/–^* brains as indicated by the activation of leukocyte extravasation signaling (Figure 4). Furthermore, a large number of endothelium-related changes are part of the set of DEG, suggesting disruption of the blood–brain barrier (Figure 3). 

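Of the 30 genes that Table 1 lists for leukocyte extravasation signaling in Cb, 28 were DEG, 27 upregulated and 1 downregulated, with a median log2 fold change of 1.23 (range -0.67 to 6.37). All 14 genes listed for F/M were DEG, 13 of them upregulated, with a median of 0.91 (range -0.87 to 4.63), and 13 of these were DEG in Cb too.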

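In the list of 20 endothelial marker genes, no gene was a DEG in either area. The log2 fold changes ranged from -0.22 to 0.50 in Cb and from -0.14 to 0.46 in F/M. By the camera test the list did not stand apart from the other genes in Cb (adjusted p = 0.18) or F/M (adjusted p = 0.14).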

Other genetic NCL models also showed compromised blood–brain barrier integrity (Okada et al., 2015; Costa-Silva et al., 2017). The involvement of the Th1 and Th2 activation pathways and Cd28 signaling in T-helper cells, in our model, may indicate T-cell extravasation, but confirmation of this possibility will require further experimental analysis. These pathways in EAE and MS usually involve a compromised blood–brain barrier (Kamimura et al., 2013; Dendrou et al., 2016; Lopes Pinheiro et al., 2016). 

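Of 15 genes of T and B lymphocytes, 3 passed the count filter in Cb and 5 in F/M. *Lck* (log2 fold change 1.90, adjusted p = 1.6e-04), *Zap70* (0.70, adjusted p = 0.072) and *Trac* (0.62, adjusted p = 0.0017) were upregulated DEG in Cb, and none of the list was a DEG in F/M. *Lck* (1.96 against 0.213 CPM) and *Zap70* (2.02 against 0.496 CPM) were higher in F/M-N than in Cb-N, so tissue from outside the cerebellum could raise them. *Trac* was lower in F/M-N (0.757 against 2.10 CPM). In the list, 7 genes were higher and 0 lower in every Cb-T library. *Cd3d*, *Cd3e* and *Cd3g* had means of 0.110, 0.0964 and 0.0830 CPM in Cb-T, below the smallest detectable level. The summed expression of the list was 3.70 ± 0.301 CPM in Cb-N and 6.92 ± 0.609 CPM in Cb-T, against 18.3 ± 0.640 CPM in F/M-N and 20.1 ± 1.02 CPM in F/M-T (mean ± SD, 3 libraries each).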

Further studies will require confirmation of T-cell or other leukocyte infiltration of the brain and, more importantly, determining at which point in time this process is initiated.

Activation of the production of NO and ROS is another event that can lead to pathogenesis during chronic inflammation (Osorio et al., 2007; Urrutia et al., 2014; Gonzalez-Reyes et al., 2017; Bisht et al., 2018). 

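*Ncf1* (chromosome 5, 134220053 to 134229625) rose from 2.65 ± 0.235 to 6.07 ± 0.750 CPM in Cb (mean ± SD, 3 libraries each; log2 fold change 1.20, adjusted p = 6.7e-10) and stayed under the limit in F/M (0.33, adjusted p = 0.029), a difference of 0.89 in the interaction test (adjusted p = 3.1e-04). *Ncf4* was a DEG in both areas (1.83, adjusted p = 6.5e-05 in Cb and 1.15, adjusted p = 0.0034 in F/M), and its mean in Cb-N was only 0.271 ± 0.0406 CPM. *Cybb* (chromosome X, 9435252 to 9487771) rose from 1.38 ± 0.226 to 6.32 ± 0.610 CPM in Cb and from 0.959 ± 0.193 to 3.38 ± 0.376 CPM in F/M, with log2 fold changes of 2.20 (adjusted p = 9.3e-16) and 1.85 (adjusted p = 8.2e-07). *Cyba* (chromosome 8, 122424776 to 122432930) changed by 1.45 (adjusted p = 9.6e-15) in Cb and 0.99 (adjusted p = 8.2e-05) in F/M. Of the genes that Table 1 lists for producing nitric oxide and reactive oxygen, 19 of the 20 in Cb (18 upregulated and 1 downregulated) and 11 of the 12 in F/M (9 upregulated and 2 downregulated) were DEG. The remaining gene, *Lyz*, was not matched by its symbol and not tested.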

Upregulation of neutrophil factors (*Ncf*) 1, 2, and 4, and cytochrome beta-245 alpha and beta chain genes (*Cybb* and *Cyba*) are indicative of the generation of ROS in *Tpp1^–/–^* brains. Thus, it is intriguing that even though inflammation in cLINCL may be triggered by accumulation of peptides or lipopeptides, similar to that observed in primary neurodegenerative diseases, it may lead to more intricate inflammatory processes that are accelerated by leukocyte infiltration, generation of NO and ROS, and activation of multiple interleukin receptors (listed here), all of which could add to the vicious cycle of neurotoxicity and neuronal death.

Interestingly, two population of reactive astrocytes have been identified, A1 and A2 (Zamanian et al., 2012; Liddelow et al., 2017). A1 upregulates classical components of complement cascade genes and was postulated to be harmful to synapses; A2 upregulates neurotrophic factors and is postulated to be protective (Zamanian et al., 2012). Signatures for both types of reactive astrocytes were found to be upregulated in our transcriptional analysis of *Tpp1^–^*^/^*^–^* brains at 4 months old (A1 type: *Ggta1*, *Gbp2*, *Fbln5*, *Psmb8*; A2 type: *Tgm1*, *Ptx3*, *S100a10*, *Cd109*, *Ptgs2*, *Cd14*). 

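Of the A1 genes, *Gbp2* (chromosome 3, 142620602 to 142638008) and *Psmb8* (chromosome 17, 34197721 to 34201454) were DEG in both areas, with log2 fold changes of 1.31 (adjusted p = 1.3e-13) in Cb and 1.07 (adjusted p = 1.8e-06) in F/M for *Gbp2* and of 1.07 (adjusted p = 1.9e-07) and 1.17 (adjusted p = 3.4e-05) for *Psmb8*. *Ggta1* (1.04, adjusted p = 7.0e-08) and *Fbln5* (0.97, adjusted p = 2.1e-14) were DEG in Cb, and in F/M their log2 fold changes were 0.27 (adjusted p = 0.069) and 0.14 (adjusted p = 0.28). Of the A2 genes, *Cd14* (chromosome 18, 36725067 to 36726798) was a DEG in both areas (1.97, adjusted p = 2.5e-12 in Cb and 0.81, adjusted p = 0.0036 in F/M). *Tgm1* rose in Cb from 0.0600 ± 0.0244 to 1.88 ± 0.249 CPM (mean ± SD, 3 libraries each; log2 fold change 4.84, standard error 0.42, adjusted p = 4.2e-13) and *Ptx3* from 0.197 ± 0.0716 to 0.648 ± 0.146 CPM (1.70, standard error 0.43, adjusted p = 0.001), and both were below the count filter in F/M. *S100a10* (0.63, adjusted p = 3.0e-11) and *Cd109* (1.68, adjusted p = 1.5e-13) were DEG in Cb but not in F/M (0.085, adjusted p = 0.51 and 0.51, adjusted p = 0.021). *Ptgs2* (chromosome 1, 150100031 to 150108227) moved in opposite directions, with 0.723 ± 0.119 CPM in Cb-N and 1.62 ± 0.285 CPM in Cb-T (log2 fold change 1.15, adjusted p = 2.1e-04) and 23.2 ± 1.70 CPM in F/M-N and 17.2 ± 0.973 CPM in F/M-T (log2 fold change -0.39, adjusted p = 3.5e-04), and the difference between the areas was 1.56 (interaction, adjusted p = 1.7e-05). *Fbln5* (by 0.85, adjusted p = 8.8e-07) and *Ggta1* (by 0.79, adjusted p = 0.0011) rose more in Cb by the same test.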

With regard to cross talk between astrocyte and microglia, it has been reported that the release of complement protein C3 activates expression of its receptor C3aR in microglia (Lian et al., 2016). Upregulation of mRNAs for both C3 and its receptor in the *Tpp1^–^*^/^*^–^* brain suggest that peptides and lipids accumulating during disease progression lead to microgliosis via the C3-C3aR pathway that usually engulfs particles through complement-mediated opsonization (Bodea et al., 2014). Conversely, during normal aging microglia may regulate the activation of astrocytes by upregulation of interleukin-1a and complement *Cq1* (Clarke et al., 2018). 

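The receptor gene *C3ar1* (chromosome 6, 122847138 to 122856161) had 1.02 ± 0.522 CPM in Cb-N, 7.24 ± 0.259 CPM in Cb-T, 2.28 ± 0.455 CPM in F/M-N and 6.30 ± 1.12 CPM in F/M-T (mean ± SD, 3 libraries per group), with log2 fold changes of 2.81 (standard error 0.18, adjusted p = 1.7e-17) and 1.50 (standard error 0.16, adjusted p = 1.1e-06). It rose more in Cb, by 1.33 (interaction, adjusted p = 8.6e-04), as did its ligand gene *C3*.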

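*Il1a* (chromosome 2, 129299610 to 129309972), which encodes interleukin-1a, rose from 0.0904 ± 0.0454 CPM in Cb-N, below the smallest level that the depth can show in a library, to 0.648 ± 0.0943 CPM in Cb-T (mean ± SD, 3 libraries each; log2 fold change 2.77, standard error 0.51, adjusted p = 1.4e-05). In F/M it rose from 0.610 ± 0.0704 to 1.10 ± 0.250 CPM (log2 fold change 0.87, standard error 0.28, adjusted p = 0.034), with 3 of the 6 fits that each left out a replicate keeping the call and log2 fold changes from 0.71 to 1.05. The Wald test of DESeq2 gave an adjusted p of 0.13 in F/M, above the limit.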

Both of these components are also found to be upregulated in the *Tpp1^–^*^/^*^–^* brain and thus are possibly involved in sustaining astrocyte activation.

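*Csf1* (chromosome 3, 107741048 to 107760469) rose from 22.3 ± 1.46 CPM in Cb-N to 42.3 ± 1.42 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of 0.92 (standard error 0.052, adjusted p = 3.4e-19), with every Cb-T library above every Cb-N library for *Csf1* and for *Csf1r*.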

As in other neuroinflammatory diseases (Akiyama et al., 1994; Lue et al., 2001; Gowing et al., 2009), increases in *Csf1* and *Csf1R* expression were also observed in the *Tpp1^–^*^/^*^–^* Cb. It has been suggested that the astrocytic CSF1 interacts with the microglial CSF1 receptor to promote microglial proliferation after injury (Tang et al., 2018), and the coincident localization of activated astrocytes and increased microglial number (Figure 7 and 8) in the *Tpp1^–^*^/^*^–^* brain support this notion. A common feature of neurodegenerative diseases is the presence of activated microglia in areas of neuronal death (Frank-Cannon et al., 2009), while in this cLINCL model, they appear to be in areas of axonal tracts (Figure 8), pointing to the development of an axonopathy as the disease progresses that should be a focus of future research.

Similar to several other neurodegenerative diseases (Heneka et al., 2018), evidence of inflammasome activation through *Nlpr3* expression was detected in the *Tpp1^–^*^/^*^–^* mouse brain, including transcriptional upregulation of key components of that multimolecular signaling complex (i.e., *Aim2*, *Pycard*, *Naip* members, and *Panx1*). This complex serves as a platform to activate inflammatory caspases and the production of interleukin-1, as well as to recognize a broad range of aggregated substances, including perhaps the ones accumulated by lack of TPP1 (lipofuscins).

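*Nlrp3* (chromosome 11, 59541568 to 59566956) rose from 0.348 ± 0.100 to 0.868 ± 0.283 CPM in Cb and from 0.770 ± 0.127 to 1.58 ± 0.297 CPM in F/M (mean ± SD, 3 libraries per group), with log2 fold changes of 1.31 (standard error 0.36, adjusted p = 0.0024) and 1.08 (standard error 0.25, adjusted p = 0.0038). In Cb, *Aim2* (1.33, adjusted p = 1.4e-06), *Pycard* (1.43, adjusted p = 2.3e-08) and *Panx1* (1.03, adjusted p = 3.8e-08) were upregulated DEG. In F/M, *Aim2* (0.58, adjusted p = 0.035) and *Pycard* (0.58, adjusted p = 0.015) lay just under the fold-change limit, and *Panx1*, at 19.9 ± 0.967 CPM in F/M-N against 2.59 ± 0.316 CPM in Cb-N, did not change (-0.021, adjusted p = 0.85). *Naip2* was a DEG in Cb (2.31, adjusted p = 7.0e-10) and F/M (0.97, adjusted p = 0.0014), *Naip5* in Cb only (1.02, adjusted p = 8.6e-04, against 0.26, adjusted p = 0.45 in F/M), and *Naip6* in Cb (0.76, adjusted p = 0.053), with overlapping libraries and a call kept in 3 of the 6 fits that each left out a replicate. The *Naip* genes are close paralogs whose reads the counting could have divided among them.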

Furthermore, the dysregulation of phagosome formation and maturation (Table 1) may suggest functional implications related to protein clearance defects associated with the lack of *Tpp1*. 

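Of the genes that Table 1 lists for phagosome formation, 23 of the 25 in Cb (21 upregulated and 2 downregulated, median log2 fold change 1.57) and 12 of the 14 in F/M (11 upregulated and 1 downregulated, median 1.02) were DEG, which are all those found by their symbol. For phagosome maturation, the counts were 15 of the 17 in Cb (median 1.13) and 12 of the 12 in F/M (median 0.90), all of them upregulated, with 16 of the genes listed for Cb found by their symbol.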

Accumulation of phagosomes accompanying disturbed autophagy has been described in photoreceptors on a *Cln3* null mouse model (Cao et al., 2006; Wavre-Shapton et al., 2015). Defective autophagy was also described in several other NCL mouse models (Seranova et al., 2017) as well as in fibroblasts from cLINCL patients (Vidal-Donet et al., 2013); thus, perhaps it is not surprising to find that autophagy pathways are also deregulated in *Tpp1^–/–^* brains. In this model, the implications of increased expression of *Atg9b*, an important component of the early autophagosome structures, will require further scrutiny.

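*Atg9b* (chromosome 5, 24384181 to 24392143) rose from 0.802 ± 0.186 CPM in Cb-N to 2.72 ± 0.637 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of 1.76 (standard error 0.23, adjusted p = 1.6e-08). In F/M, where its level in control tissue was higher, it had 6.68 ± 0.0156 CPM in F/M-N and 7.06 ± 0.626 CPM in F/M-T (log2 fold change 0.12, adjusted p = 0.44), and the difference between the areas was 1.66 (interaction, adjusted p = 6.3e-06). Of the genes that Table 1 lists for autophagy, 6 of the 7 in Cb and 5 of the 5 in F/M were upregulated DEG.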

A previous study on the pathological characteristics of the *Tpp1*-targeted mouse remarks that although retinal degeneration is a prominent feature in human cLINCL, in this model, no retinal pathology was observed, and only ascending visual pathways were mildly affected while extensive neurodegeneration was observed in the mouse auditory pathway (Sleat et al., 2004). Thus, our findings that there are global circadian rhythm abnormalities in this animal model may indicate that these effects are not necessarily linked to visual disturbances but rather to a more generalized effect, as we confirmed downregulation of *Per1*, not only in the suprachiasmatic nuclei but also in the piriform cortex (Figure 9) and Cb. In the Cb, clock gene rhythms have been detected, and the Cb circadian oscillators have been implicated in the response to food anticipation (Mendoza et al., 2010). Thus, it is feasible to suggest that the sleep abnormalities and food-intake disturbance seen in Batten’s patients may be linked to cerebral oscillator abnormalities. Furthermore, our findings in this model offer a molecular basis to investigate patients’ sleep disorders symptoms, which open a novel area of research for this disease.

In summary, this study highlights the prominent involvement of neuroinflammation and oxidative stress in the development of NCL due to lack of TPP1 activity. The initial lysosomal pathway defect associated with a lack of TPP1 leads to generation of lipid/protein aggregates and axonal toxicity that triggers the neuroinflammation process. This process is potentiated by astrocyte–microglia communication, leading to oxidative stress and, probably, disruption of the blood–brain barrier. Several neuroinflammation aspects were found to be unique to this model when compared with other neurodegenerative diseases, and this information should help tailor appropriate therapeutics for NCLs in the future. Considering the extensive involvement of microglia, astrocytes, and endothelial cells in the pathology, neuroinflammation, and neurodegenerative process, and that they are themselves compromised in their function due to the lack of TPP1, it is important to establish their potential as therapeutic targets for this disease. It will be also important to extend these findings and provide an *in vivo* timeline for understanding the developmental progression of the disease, in particular as it relates to the progression of the neuroinflammation state and the identification of initial triggers and responders to the dysfunctional lysosomal paradigm.

## Summary

Brain transcriptome analysis in the *Tpp1^–/–^* mouse line identified specific brain inflammation pathways in which microglia and astrocyte activation potentiates neuronal dysfunction possibly by oxidative stress and damage of the blood–brain barrier integrity. Defects on the control of circadian rhythm were also observed.

## Supplementary Material

Supplemental Table S1

Supplemental Table S2

Supplemental Table S3

Supplemental Table S4

Supplemental Table S5

How the deposited data were processed for this re-analysis (not part of the article)

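RNA of the Cb and F/M from *Tpp1*-deficient (T) and wild-type control (N) mice of 4 months of age was sequenced as 12 libraries, 3 in each of the 4 groups. The authors aligned the single-end reads of poly(A)-selected libraries to GRCm38 with STAR, counted the reads on each gene with featureCounts of the Rsubread package and deposited the raw count per gene, 1 table for each library, without normalization. The strand setting, the handling of reads with more than 1 alignment and the annotation release are not named in the paper's text, and they decide how reads of near-identical genes were divided. Which library belongs to which tissue, genotype and replicate was taken from the labels of the deposited samples and from the paper.

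Everything after these counts was computed here in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. For each tissue, the 6 libraries were fitted with genotype as the only factor. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, libraries were normalized by TMM, and genes were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment. A gene was a DEG at FDR below 0.1 and a fold change of at least 1.5, the limits that the paper gives. Every adjusted p of a gene comes from this edgeR test unless another test is named. A difference between the changes in Cb and F/M was tested by the tissue-by-genotype interaction over all 12 libraries, at FDR below 0.1 and at least a 1.5-fold difference. CPM values were normalized by TMM and are given as mean and SD of 3 libraries. The principal component analysis used centered log2 CPM with a prior count of 2. Lists of marker genes were tested with camera of the limma package, with Benjamini-Hochberg adjustment over 10 tests.

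The genes named in the text were chosen by a rule: every gene the paper names in its results, its discussion and Figure 6(a), *Tpp1*, and in each tissue the 5 DEG with the largest increase and the 5 with the largest decrease whose libraries did not overlap. A few results for genes that the paper names are not reported here. Genes that belong to a tested list or to a pathway of Table 1 were named as members of it. Gene positions were taken from the GENCODE annotation of GRCm38 by gene symbol. The lists of genes for cell types, brain regions, the clock, immediate early genes and lymphocytes were written by hand, with Table S1 at hand. This rule, these lists, the designs of the tests on genotype and its interaction with tissue and the alternatives named here were set before the data were examined. Tests of explanations were in part chosen later, as told with them.

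Total counts per library ranged from 21428379 to 24458189, and 3 counts, the smallest level taken as detectable, corresponded to between 0.123 and 0.140 CPM. These floors cover counting error only. The tests were checked on simulated counts drawn from the means and library sizes of the real libraries, in which 200 genes were changed 2-fold. The edgeR test recovered 183 of them in Cb with 3 false calls among 16188 tested genes, and 182 in F/M with 6 false calls among 16486. The interaction test recovered 153 with 9 false calls among 17290. A correction for GC content and transcript length was tested on counts with a simulated bias by GC content. It lowered the false calls from 4513 to 3 among 16124 genes in Cb and from 4559 to 5 among 16460 in F/M. No bias by transcript length was simulated, so that part of the correction was not tested.

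The N and T groups share replicate numbers in the labels of the samples, which is where the pairing used for the replicate block comes from, and the paper does not say that mice of the same number were paired. The comparison of this pairing with the other matchings of the libraries was added after the correlations had been seen. The alternatives were the Wald test of DESeq2, limma-voom, the likelihood ratio test of edgeR, RLE size factors, no filter on low counts, a mean count of at least 50, the replicate block, a single fit of all 12 libraries, FDR below 0.05, no fold-change limit, calls by at least 2 of edgeR, DESeq2 and limma-voom, normal-prior shrinkage of the log2 fold change in DESeq2, and leaving out each replicate in turn. For the principal components, untransformed CPM, the variance-stabilized counts of DESeq2 and the 500 most variable genes were also tried. Cuffdiff, which the paper also ran, works on aligned reads and was not used here. The cell-type lists of Zhang et al., the enrichment by the pathway software and the qPCR and in situ hybridization measurements were not analysed here.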

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

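Of the tests in this part, the regroupings of the libraries were set before the result was seen, the share of raised genes among genes with high expression in F/M was set before that share was seen but after the expression of the brain region genes had been looked at, and the others were chosen only after it was seen: those on reads from F/M libraries, the restricted and held-out shares, loss of cerebellar neurons, a single mixed-up library, induction of the Hox genes, the tissue boundary of F/M, the microglial mix, the genes around *Tpp1* and the Trim paralogs. Groups of 3 libraries are too small for a search for outlying libraries.

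The change with genotype differed between Cb and F/M, by the interaction test, for 47 of the 97 named genes tested. The log2 fold change was higher in Cb for 43 of them. The largest differences (log2 fold change in Cb minus that in F/M) were 5.71 for *Rgs1*, 3.89 for *Omp*, 3.84 for *Vip*, 3.63 for *Lpl*, 2.97 for *Serpina3n*, 2.25 for *C3*, 2.02 for *Ptx3*, 1.92 for *Il1a*, 1.78 for *Cd68*, 1.66 for *Atg9b*, 1.57 for *Tyrobp* and 1.57 for *Trem2*. Differences of intermediate size were 1.56 for *Ptgs2*, 1.52 for *C1qa*, 1.49 for *C4b*, 1.46 for *Ccl6*, 1.37 for *Naip2*, 1.36 for *C1qb*, 1.34 for *C1qc*, 1.33 for *C3ar1*, 1.29 for *Tlr9*, 1.25 for *Tlr7*, 1.20 for *Cx3cr1*, 1.19 for *Cd109*, 1.18 for *Cd14*, 1.17 for *Gfap*, 1.08 for *Timp2* and 1.07 for *Panx1*. The smallest that passed were 1.01 for *Ctss*, 1.00 for *Lyz2*, 1.00 for *Tlr2*, 0.97 for *Lilrb4a*, 0.97 for *Csf1r*, 0.95 for *Aspg*, 0.89 for *Ncf1*, 0.88 for *Pycard*, 0.85 for *Fbln5*, 0.79 for *Ggta1*, 0.78 for *Naip5*, 0.77 for *Aim2*, 0.69 for *Adcyap1*, 0.64 for *Tgfbr1* and 0.64 for *Ctsd*. The log2 fold change was lower in Cb for 4 genes, with differences of -2.87 for *Slc6a4*, -2.66 for *Gm37733*, -1.33 for *Irf7* and -1.23 for *Nr4a3*. *Omp* is in the first group because it fell in F/M, and *Rgs1*, *Ptx3*, *Omp* and *Gm37733* did not pass the count filter in one of the areas when it was fitted alone. The size of the difference for *Rgs1* is not a measured one, since it had 0 counts in every Cb-N library.

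The number of genes with an interaction, 1331, was compared with regroupings of the libraries that part all same-numbered pairs, and 7 of the 32 gave as many, the real one included. All of these were among the 8 regroupings that keep the real grouping of the Cb libraries, which gave between 1257 and 2956 genes, while those without it gave at most 32. The largest number came from swapping the genotype of all F/M pairs, which turns shared changes into differences. Regroupings with the real Cb grouping leave the whole change of Cb in the interaction, so that a number of this size was to be met there, and they do not test a difference between the areas. The single genes rest on their own adjusted p.

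Genes of the hindbrain were detected in the T libraries of Cb, which the paper does not discuss. The summed expression of 18 Hox genes was 0.528 ± 0.0656 CPM in Cb-N and 14.7 ± 0.364 CPM in Cb-T (mean ± SD, 3 libraries each). A candidate explanation is that the Cb-T samples held tissue from outside the cerebellum. Among 765 genes at least 4 times higher in F/M-N than in Cb-N, with all marker lists left out, 59.9% were upregulated DEG in Cb, against 3.78% of 9744 genes within 1.5 times of each other, a ratio of 15.9. The shares stayed at 53.2% to 56.1% and 3.42% to 3.72% when a single Cb-N replicate chose the genes and the remaining ones were used for the test. Restricted to genes that were not DEG in F/M, the shares were 59.1% of 748 and 2.27% of 9393. Of 535 genes enriched in cerebellum, 20.6% were downregulated DEG. These values are consistent with a difference in the tissue taken, and some of the named genes that rose more in Cb may rise for this reason, since *Vip* had 32.7 CPM in F/M-N and 0.179 CPM in Cb-N, *Lpl* 28.7 and 1.33 CPM, and *Panx1* 19.9 and 2.59 CPM.

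Other sources of these genes were examined. Reads from the F/M libraries as the only source would imply similar shares for all genes, but the change of 13 cortex and striatum genes in Cb-T implied a median share of 0.797% of F/M reads, with a wide range over single genes (-1.73% to 19.5%), and that of midbrain tectum genes a median of 60.5% (51.2% to 194%). Of the 12 cortex and striatum genes tested in Cb, 6 were upregulated DEG, namely *Six3* (log2 fold change 4.31), *Lhx2* (3.79), *Nrgn* (3.61), *Lamp5* (3.34), *Drd2* (3.22) and *Drd1* (0.92), so that some F/M reads in Cb-T are not excluded. Loss of cerebellar neurons alone was too small, with a median log2 fold change of -0.25 for the cerebellar neuron genes. A single mixed-up library was not the source, because the lowest Hox sum of a Cb-T library was 14.3 CPM and the highest of a Cb-N library 0.593 CPM. Induction of the Hox genes by the loss of *Tpp1* cannot be decided: the Hox sum was 0.129 CPM in F/M-T and 0.0857 CPM in F/M-N, but F/M cells might not be able to express these genes. The brain region lists were written with Table S1 at hand. The genes at least 4 times higher in F/M-N, with these lists left out, are expressed in F/M. Of them, 748 were not DEG in F/M, yet 59.1% of these were upregulated DEG in Cb. For these genes, that argues against an induction in both areas, but not against one in Cb alone. For the Hox genes, tissue from outside the cerebellum and induction both remain. How the areas were separated in these mice is not described in the paper's text.

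If Cb-T holds tissue with more microglia than cerebellum, the larger microglial change in Cb could come from it. Taking F/M-N as a stand-in for that tissue, and 15.8% as the share that the fall of the cerebellar neuron genes implies, a mix with no effect of genotype gave a median log2 fold change of 0.42 over the 20 microglial genes. After taking off this mix, a median of 1.19 was left in Cb, against 0.52 in F/M, and 18 of the 20 genes stayed above their value in F/M. Under this model and at this share the mix does not account for the larger rise in Cb. No other share was tried, although other genes implied median shares of F/M reads from 0.797% (cortex and striatum) to 60.5% (midbrain tectum). A larger share would leave less of the rise, and brainstem tissue may differ from F/M-N. A stronger microglial response in Cb remains a hypothesis.

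Genes of the raphe were raised in F/M-T, with a sum of 21.97 ± 0.999 CPM against 6.66 ± 0.596 CPM in F/M-N. Of the 4 raphe genes tested, 2 were upregulated DEG, *Tph2* (3.03) and *Slc6a4* (5.43), while *Lmx1b* (0.46, adjusted p = 0.27) and *Slc22a3* (0.10, adjusted p = 0.62) were not. All 8 olfactory bulb genes tested were DEG with lower values in F/M-T (median log2 fold change -2.10). A different boundary of the F/M sample in the 2 genotypes may give this pattern. Since these lists were written with Table S1 at hand, the test cannot decide between that and a change with genotype.

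Around *Tpp1*, within 10 Mb on chromosome 7, 10 of 156 tested genes were DEG in both areas and changed in the same direction (6.41%, against 1.95% over the genome): *P2ry6*, *Trim21*, *Trim34a*, *Trim12a*, *Trim34b*, *Trim12c*, *Trim30a*, *Trim30d*, *Olfml1* and *Stk33*. Of 12236 windows with as many genes, 4.24% held as many such DEG (the most was 14), at the only window size tried. This is consistent with strain variants carried along with the targeted allele, although other windows do reach the number. The Trim genes are close paralogs, and of 10 in this cluster 4 were upregulated and 3 downregulated in each area, while the log2 fold change of their summed counts was -0.29 in Cb and -0.075 in F/M. Reads divided differently among paralogs are therefore also consistent with the values, and both explanations remain, so that no biological reading of these genes is offered.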

How the results depend on the processing

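The number of DEG stayed within 1.5 times of 1835 in Cb and 581 in F/M under every alternative tried for it except a mean count of at least 50 and no fold-change limit. With a mean count of at least 50 there were 897 DEG in Cb, 259 in F/M, 163 shared DEG, 15 neuroinflammation genes of F/M and 877 genes with an interaction. Without a fold-change limit the DEG were 9442 in Cb and 4541 in F/M. In all of these fits the DEG in Cb outnumbered those in F/M. The Wald test of DESeq2 gave 1614 and 401 DEG, limma-voom 1855 and 608, the replicate block 1834 and 607, no low-count filter 2383 and 715, and the single fit of all 12 libraries 2084 and 636 in Cb and F/M.

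Across the fits that each left out a replicate, the DEG ranged from 1832 to 1986 in Cb and from 498 to 632 in F/M, the shared DEG from 288 to 322, the genes with an interaction from 1237 to 1359, and the neuroinflammation genes that were DEG from 35 to 39 in Cb and from 21 to 23 in F/M.

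The share of variance on PC1 was 91.5% with untransformed CPM, 89.9% with the variance-stabilized counts of DESeq2 and 94.7% with the 500 most variable genes, and that on PC2 was 5.74% and 3.39% under the last pair of settings. For the marker lists, RLE size factors and DESeq2 both moved the median of neurons in F/M to -0.060 and that of oligodendrocytes in Cb to 0.32. With a replicate left out, the medians ranged from 0.30 to 0.33 for astrocytes in Cb, 0.14 to 0.16 for astrocytes in F/M, 1.54 to 1.58 for microglia in Cb, -0.078 to -0.053 for neurons in Cb, -0.066 to -0.048 for neurons in F/M, 0.31 to 0.32 for oligodendrocytes in Cb and -0.0076 to 0.051 for oligodendrocytes in F/M, so that the sign of the last one was not stable. The cause of these changes was not tested.

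For the named genes, no fold-change limit was not among the settings run. Under it, every named gene at FDR below 0.1 but under 1.5-fold, such as *Apoe* in F/M, would gain a call. Of 1949 results under the settings that were run, leaving out a replicate aside, 1893 kept their direction and their call. Another 51 lost the call (46 of them under normal-prior shrinkage), 1 gained it and 4 changed sign. The sign changes were all of *Mag* in F/M, at -0.00087 with DESeq2, -0.00090 with RLE size factors, -0.030 in the single fit of all libraries and -0.00081 with shrinkage. Of 1086 results with a replicate left out, 1049 stayed the same, 15 lost the call, 11 gained it and 11 changed sign, and the genes that changed sign ranged from -0.018 to 0.033 (*Mag* in F/M), -0.021 to 0.064 (*Ifnar1* in Cb), -0.035 to 0.023 (*Ifnar1* in F/M), -0.037 to 0.14 (*Adcyap1* in F/M) and -0.061 to 0.018 (*Panx1* in F/M). Apart from shrinkage, the calls that changed in the fits that were run were those of *Homer1*, *Gabrr2*, *Axl* and *Naip6* in Cb and of *Tnfrsf1a*, *Tlr7*, *Grn*, *Cd109*, *Il1a*, *Aim2* and *Pycard* in F/M. The cause was not tested. The depth limits genes near 3 counts per library: *Ifng* could not be detected, and the log2 fold changes of genes with 0 counts in a group have no measured size beyond the prior count.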

Differences from the paper's values

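The comparison of *Gfap* counts in other units was chosen only after the gap was seen. The paper's log2 fold changes are those of Table S1 unless a figure is named, and a setting is called within the paper's value where the 2 values share their sign and differ by no more than the replicate SD of the gene. Of 163 log2 fold changes compared, 27 differed by more than that, with a median gap of 0.050 over all of them. The paper's value was the smaller in size in 26, and the sign differed in 1. Among the 27, *Rgs1*, *Hoxb5*, *Hoxc4*, *Hoxc5*, *Hoxb6* and *Trim34b* had 0 counts in every Cb-N library. *Trim12a* had 0 in every Cb-T library. The sizes of these changes in Cb depend on the prior count, so their gaps from the paper's values are not measured ones.

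Of the neuroinflammation genes listed for Cb, 3 were downregulated DEG here against the paper's 6. Of the alternatives set before the data were examined and run for this count, only leaving out Cb-N replicate 3 came within 1.5 times of it. Dropping the fold-change limit was not run for this count. Without that limit *Bdnf*, *Mmp9* and *Pla2g3*, which fell at FDR below 0.1, would be counted as well. *Mag* in F/M had a log2 fold change of 0.0029, against about -0.030 in the paper's Fig. 6(a), read by eye, and the alternatives set before the data were examined that had the paper's sign and came within it were the Wald test of DESeq2, RLE size factors, the single fit of all 12 libraries, normal-prior shrinkage in DESeq2 and leaving out F/M-N replicate 1 or F/M-N replicate 2 or F/M-T replicate 1 or F/M-T replicate 3.

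For the following genes, none of the alternatives set before the data were examined came within the paper's value. The log2 fold change was 2.29 against the paper's 2.24 for *Ctss* in Cb, 0.79 against the paper's 0.75 for *Aqp4* in Cb, 3.08 against the paper's 2.75 for *Ccl3* in F/M, 7.12 against the paper's 3.45 for *Rgs1* in Cb, 2.67 against the paper's 2.60 for *Trem2* in Cb, 4.84 against the paper's 3.98 for *Tgm1* in Cb, 8.88 against the paper's 5.71 for *Hoxb5* in Cb, 7.59 against the paper's 4.43 for *Hoxc4* in Cb. The log2 fold change was 7.14 against the paper's 4.01 for *Hoxc5* in Cb, -8.98 against the paper's -5.28 for *Trim12a* in Cb, -6.99 against the paper's -4.93 for *Trim12a* in F/M, 7.14 against the paper's 6.29 for *Gm15446* in F/M, 6.86 against the paper's 3.32 for *Trim34b* in Cb, 5.48 against the paper's 3.61 for *Trim34b* in F/M, -4.83 against the paper's -4.15 for *Ms4a15* in F/M.

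For other genes some of the alternatives set before the data were examined came within the paper's value and the rest did not. For *Gfap* in Cb it was 2.91 against the paper's 2.87, and of the settings only normal-prior shrinkage in DESeq2 came within it. For *Gfap* in F/M it was 1.76 against the paper's 1.73, and the settings within the paper's value were the Wald test of DESeq2, RLE size factors, no low-count filter, the single fit of all 12 libraries and leaving out F/M-N replicate 1 or F/M-N replicate 2 or F/M-T replicate 1 or F/M-T replicate 3. For *Vip* in Cb it was 3.87 against the paper's 3.19, and the settings within the paper's value were leaving out Cb-N replicate 2 or Cb-N replicate 3. For *Cst7* in Cb it was 5.97 against the paper's 5.41, and of the settings only leaving out Cb-N replicate 1 came within it. For *Timp2* in F/M it was 0.067 against the paper's 0.035, and the settings within the paper's value were the Wald test of DESeq2, RLE size factors, no low-count filter, the single fit of all 12 libraries, normal-prior shrinkage in DESeq2 and leaving out F/M-N replicate 2 or F/M-N replicate 3 or F/M-T replicate 1. For *C1qa* in F/M it was 1.18 against the paper's 1.15, and the settings within the paper's value were the single fit of all 12 libraries and leaving out F/M-T replicate 1. For *Il1a* in Cb it was 2.77 against the paper's 2.09, and of the settings only leaving out Cb-N replicate 3 came within it. For *Hoxb6* in Cb it was 7.12 against the paper's 0.56, and of the settings only normal-prior shrinkage in DESeq2 came within it. For *Slc6a4* in F/M it was 5.43 against the paper's 4.91, and of the settings only leaving out F/M-N replicate 2 came within it. For *S100a5* in F/M it was -5.00 against the paper's -4.38, and the settings within the paper's value were leaving out F/M-N replicate 1 or F/M-N replicate 2 or F/M-T replicate 1 or F/M-T replicate 2. For *Gm4779* in F/M it was -2.94 against the paper's -2.44, and the settings within the paper's value were limma-voom and leaving out F/M-T replicate 1 or F/M-T replicate 2.

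The paper's mean of *Gfap* in RPM was 4283 in F/M-N, 14195 in F/M-T, 3553 in Cb-N and 25909.5 in Cb-T. The mean CPM here was 185, 611, 152 and 1146 in the same order, and RLE size factors, the alternative set before the data were examined, did not close the gap. Over the genes of Table S1 with at least 1 CPM, the median ratio of the paper's mean to the CPM here was 22.6 to 23.4 in the 4 groups. Counts divided by the size factors of DESeq2, a comparison chosen only after the gap was seen and picked for its closeness to the paper's values, gave 4296, 14233, 3525 and 25858, and raw counts, chosen after the gap was seen in the same way, gave 4248, 14369, 3360 and 27654.

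Other statements of the paper were compared without a paired value. The paper finds no transcriptional change in *Atp5g1*, whose log2 fold change here was -0.35 (adjusted p = 1.9e-05) in Cb and -0.38 (adjusted p = 0.0022) in F/M, under the fold-change limit in both. The paper finds *Tlr4* not upregulated, and its log2 fold change here was 0.42 (adjusted p = 0.027) in Cb and 0.51 (adjusted p = 0.026) in F/M, also under the limit. The paper ranks neurons second and oligodendrocytes last among the altered cell types, from DEG assigned by lists that were not used here. A median log2 fold change is another measure. Over the lists used here, the median in Cb was larger in size for oligodendrocytes (0.32, adjusted p = 9.4e-09 by camera) than for neurons (-0.069, adjusted p = 0.65 by camera). In F/M it was larger in size for neurons (-0.057, adjusted p = 0.013 by camera) than for oligodendrocytes (0.016, adjusted p = 0.8 by camera). The difference between the lists was not tested. By DEG they did not differ, each with 1 upregulated and 0 downregulated in Cb and 0 DEG in F/M. Of the DEG in Table S1, 1317 of 1549 in Cb (85.0%) and 426 of 510 in F/M (83.5%) were DEG here with the same direction, and 0 were DEG with the opposite direction in either area.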

Other observations

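The tests on the number of DEG were set before the result was seen, and those on clock genes, immediate early genes and the spread between libraries were chosen only after it was seen, including the limit of 12 immediate early genes.

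The number of DEG was compared with other splits of the 6 libraries of each tissue into groups of 3. Of the 4 splits of Cb that part all same-numbered pairs, 1, the real one, gave as many DEG, and the same was found in F/M (1 of 4). All the other splits, including the 6 per tissue that part 1 pair and mix the genotypes differently, gave 0 DEG, with 45 to 67 genes in Cb and 65 to 110 in F/M at an unadjusted p under 0.05 and a fold change of at least 1.5, against 1814 and 649 in the real split. So few splits cannot give a share under 0.05, so a grouping by chance cannot be excluded by them.

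Technical sources of the DEG were examined in the same fits. After each library was corrected for GC content and transcript length, 91.9% of the DEG in Cb and 89.7% in F/M were still called. After thinning every library to the smallest total of its tissue, 94.6% and 92.3% were. Without the 10 genes with the most counts, which took 4.15% to 4.97% of the counts of a group, 100% in Cb and 100% in F/M were, but with TMM normalization the largest shift of a log2 fold change by this removal was 0.000204 in Cb and 0.000254 in F/M, so it could not have changed a call and does not decide on these genes as a source. Neither GC content nor library size explains most of the DEG. For transcript length this rests on a correction that was not tested on a simulated length bias. Across genes, the log2 fold change before correction had a Spearman correlation with transcript length of -0.195 in Cb and -0.307 in F/M. Since tissue from outside the cerebellum remains for part of them (480 of the 1399 upregulated DEG in Cb, 34.3%, were at least 4 times higher in F/M-N than in Cb-N), the number of DEG in Cb cannot be read as a measure of the response to the loss of *Tpp1* alone.

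The hypothesis that the whole clock was shifted between N and T samples was tested on 8 other clock genes (*Arntl*, *Npas2*, *Dbp*, *Nr1d1*, *Nr1d2*, *Ciart*, *Tef* and *Hlf*). Of these, 0 were DEG in either area, with log2 fold changes from -0.31 to 0.46, although 7 in Cb and 7 in F/M had an unadjusted p under 0.05. A shift as large as that of *Per1* and *Per2* was not found in these genes. Over the full list of 17 clock genes, *Per1* and *Per2* included, 15 were lower and 1 higher in every F/M-T than in every F/M-N library (median log2 fold change -0.19). In Cb, 10 were lower and 6 higher in every Cb-T than in every Cb-N library (median -0.14). A smaller shift, as in the time of collection, may still be part of the fall of *Per1* and *Per2*, since the paper's text does not name the time of day.

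The hypothesis of lower activity-dependent transcription was tested on 15 immediate early genes. In F/M, 13 of them were lower in every F/M-T than in every F/M-N library, with a median log2 fold change of -0.50, which is consistent with it for *Per1* and *Per2* in F/M. In Cb, 7 were lower and 6 higher in every Cb-T library, short of the limit of 12, and whether the areas differ in this was not tested. The genes that rose (*Junb*, *Egr1*, *Egr2*, *Egr3*, *Arc* and *Btg2*) were all higher in F/M-N than in Cb-N, from 49.7 against 23.7 CPM for *Btg2* to 189 against 1.40 CPM for *Egr3*. Tissue from outside the cerebellum could raise them, so the count in Cb cannot decide on this hypothesis. *Fosb*, *Egr4* and *Nr4a1* were also higher in F/M-N and yet fell in Cb. A difference in how the mice were handled before collection could also lower immediate early genes.

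The spread between libraries of a group was small, with a biological coefficient of variation of 0.0219 in Cb and 0.0303 in F/M. The paper states that RNA was taken from 3 mice of each genotype, and its text does not say whether each library held the RNA of a single mouse. Libraries made from pooled RNA could give such a spread, but the spread between single mice was not measured, so this cannot be decided. If the libraries were not single mice, the adjusted p values would describe the libraries and not the mice.

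*Eomes*, which is on the list of olfactory bulb genes, had 52.9 ± 0.995 CPM in Cb-N and 11.5 ± 0.491 CPM in Cb-T (mean ± SD, 3 libraries each), a log2 fold change of -2.20 (adjusted p = 4.0e-32), and the paper does not discuss it. No explanation was tested.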
